# Silica-coated magnetic nanoparticles activate microglia and induce neurotoxic d-serine secretion

**DOI:** 10.1186/s12989-021-00420-3

**Published:** 2021-08-12

**Authors:** Tae Hwan Shin, Da Yeon Lee, Balachandran Manavalan, Shaherin Basith, Yun-Cheol Na, Cheolho Yoon, Hyeon-Seong Lee, Man Jeong Paik, Gwang Lee

**Keywords:** Silica-coated magnetic nanoparticles, Nanotoxicity, Microglia, Excitotoxicity, Inclusion body

## Abstract

**Background:**

Nanoparticles have been studied for brain imaging, diagnosis, and drug delivery owing to their versatile properties due to their small sizes. However, there are growing concerns that nanoparticles may exert toxic effects in the brain. In this study, we assessed direct nanotoxicity on microglia, the resident macrophages of the central nervous system, and indirect toxicity on neuronal cells exerted by silica-coated magnetic nanoparticles containing rhodamine B isothiocyanate dye [MNPs@SiO_2_(RITC)].

**Methods:**

We investigated MNPs@SiO_2_(RITC)-induced biological changes in BV2 murine microglial cells *via* RNA-sequencing-based transcriptome analysis and gas chromatography-mass spectrometry-based intracellular and extracellular amino acid profiling. Morphological changes were analyzed by transmission electron microscopy. Indirect effects of MNPs@SiO_2_(RITC) on neuronal cells were assessed by Transwell-based coculture with MNPs@SiO_2_(RITC)-treated microglia. MNPs@SiO_2_(RITC)-induced biological changes in the mouse brain *in vivo* were examined by immunohistochemical analysis.

**Results:**

BV2 murine microglial cells were morphologically activated and the expression of Iba1, an activation marker protein, was increased after MNPs@SiO_2_(RITC) treatment. Transmission electron microscopy analysis revealed lysosomal accumulation of MNPs@SiO_2_(RITC) and the formation of vesicle-like structures in MNPs@SiO_2_(RITC)-treated BV2 cells. The expression of several genes related to metabolism and inflammation were altered in 100 µg/ml MNPs@SiO_2_(RITC)-treated microglia when compared with that in non-treated (control) and 10 µg/ml MNPs@SiO_2_(RITC)-treated microglia. Combined transcriptome and amino acid profiling analyses revealed that the transport of serine family amino acids, including glycine, cysteine, and serine, was enhanced. However, only serine was increased in the growth medium of activated microglia; especially, excitotoxic D-serine secretion from primary rat microglia was the most strongly enhanced. Activated primary microglia reduced intracellular ATP levels and proteasome activity in cocultured neuronal cells, especially in primary cortical neurons, *via *D-serine secretion. Moreover, ubiquitinated proteins accumulated and inclusion bodies were increased in primary dopaminergic and cortical neurons cocultured with activated primary microglia. *In vivo*, MNPs@SiO_2_(RITC), D-serine, and ubiquitin aggresomes were distributed in the MNPs@SiO_2_(RITC)-treated mouse brain.

**Conclusions:**

MNPs@SiO_2_(RITC)-induced activation of microglia triggers excitotoxicity in neurons *via *D-serine secretion, highlighting the importance of neurotoxicity mechanisms incurred by nanoparticle-induced microglial activation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12989-021-00420-3.

## Background

Nanoparticles (NPs) for drug delivery, imaging, and diagnosis to the brain have been studied due to their ultra-small sizes. Some types of NPs, such as polymeric NPs [1], gold NPs [2], zinc oxide NPs [3], quantum dots [4], and silica-coated magnetic nanoparticles containing rhodamine B isothiocyanate dye [MNPs@SiO_2_(RITC)] [5] can cross the blood–brain barrier (BBB) through passive diffusion and endocytosis to access the brain. Notably, MNPs@SiO_2_(RITC) has been developed for cell labeling, separation, and magnetic resonance imaging contrast [6]. MNPs@SiO_2_(RITC) has a cobalt ferrite core and an RITC-containing silica shell; it can be detected using magnetic and fluorescence properties, thus enabling its broad application. Moreover, the silica shell is used for stability and biocompatibility owing to the highly toxic properties of cobalt ferrite [5, 7–9]. The toxicity of MNPs@SiO_2_(RITC) could not be detected by *in vitro* conventional methods, including fluorescence-activated cell sorting (FACS) cell death assay, cell viability assay, and chromosome aberration assay, in the HEK293 cell line and human bone marrow-derived mesenchymal stem cells [9–11]. Moreover, the pathological symptoms could not be detected by conventional methods, such as histopathological, growth, behavior, and serum biochemical analyses, in an *in vivo* mouse model [5, 11, 12]. However, the subtle toxicity of MNPs@SiO_2_(RITC) has recently been detected using transcriptomics, metabolomics, and mechanobiology [7–9, 13–15].

Accumulation of NPs in the brain is a serious concern owing to its toxic effects on CNS. Previous studies reported that NPs exposure and accumulation can induce neurodegeneration in brain by oxidative stress, deficits in motor and cognitive functions, neuronal deterioration, DNA damage by lipid peroxidation, neuroinflammatory response, microglia/astrocyte activation, and BBB damage/dysfunction [16]. In mice, MNPs@SiO_2_(RITC) crossed the BBB without disrupting it and accumulated in the brain for longer than 4 weeks, although toxicological symptoms were not detected using conventional methods [5].

Previous studies have found that protein fibrilization is observed in Alzheimer’s disease by NPs (cerium oxide particles, copolymer particles, carbon nanotubes, quantum dots) *in vitro* [17], nuclear protein aggregation by silica NPs is observed in a cellular model of Huntington’s disease, and formation of intracellular cytoplasmic inclusion bodies by MNPs@SiO_2_(RITC) in neuronal cells [8], may play a crucial role in neurodegenerative diseases. In addition, internalized metal-oxide nanoparticles in microglia-induced inflammation is a common factor in many neurodegenerative diseases [18]. However, studies related to neuro-nanotoxicity is very limited and its research area is still in infancy.

Microglia are resident macrophages which account for 5–20 % of the total brain cells. They are uniformly distributed [19] and activated by internalized NPs [20]. Upon activation by NPs, microglia secrete large amounts of ROS and nitric oxide (NO) and release various cytotoxic substances. The secreted substances can damage neurons and trigger neuronal death. For example, activated microglia impair neurons through *N*-methyl-D-aspartate (NMDA) receptor-mediated excitotoxicity by NMDA, polyamines, D-serine, and proteinogenic amino acid, such as glutamate and glycine [21, 22]. However, the toxicological mechanisms of activated microglia by NPs are not clearly understood.

Previously, we analyzed the direct effect of MNPs@SiO_2_(RITC) on the SH-SY5Y cell line, primary rat cortical neurons, and dopaminergic (DAergic) neurons [8]. Owing to their neuronal characteristics, SH-SY5Y neuroblastoma cells have been widely used in neuroscience research, including research on Parkinson’s disease, Alzheimer’s disease, neurotoxicity, ischemia, and amyotrophic lateral sclerosis; however, SH-SY5Y cells also exhibit genetic aberrations of cancerous origin [23]. MNPs@SiO_2_(RITC)-induced intracellular ROS generation, reduction in proteasome activity, and formation of inclusion bodies were evaluated in SH-SY5Y cells, cortical neurons, and DAergic neurons, and the changes were ranked in the following order according to their sensitivity to oxidative stress: DAergic neurons > cortical neurons > SH-SY5Y cells. In this study, we analyzed the indirect effect of MNPs@SiO_2_(RITC) on SH-SY5Y cells, cortical neurons, and DAergic neurons with respect to excitotoxicity using a co-culture with MNPs@SiO_2_(RITC)-treated microglial cells.

There are also few limitations in the evaluation of nanotoxicity using conventional methods due to its delicate complexities. Therefore, omics analyses have been used in the assessment of nanotoxicity through the quantification of gene expression, proteins, and metabolites for interpreting complex biological events and finding relationships between molecules and phenomena [11, 24]. Thus, integrated omics is indispensable to compensate for their related weaknesses and comprehensive analysis of nanotoxicity.

We investigated MNPs@SiO_2_(RITC)-induced biological changes in microglia by transcriptome analysis combined with amino acid profiling. Additionally, we examined the indirect effects of the MNPs@SiO_2_(RITC) on neuronal cells by co-culturing with MNPs@SiO_2_(RITC)-treated microglia. Finally, we validated MNPs@SiO_2_(RITC)-induced biological changes in the mouse brain *in vivo* through immunohistochemical analysis.

## Methods

### MNPs@SiO_2_(RITC) and silica NPs

MNPs@SiO_2_(RITC) composed of a ∼9-nm cobalt ferrite core (CoFe_2_O_3_) and an RITC-encompassed silica shell [6] were purchased from Biterials (Seoul, South Korea). The MNPs@SiO_2_(RITC) and SiO_2_ NPs were determined to be 50 nm in diameter using transmission electron microscopy (TEM) (Supplementary Fig. 1), and the MNPs@SiO_2_(RITC) had a zeta potential between − 40 and − 30 mV [6, 12]. X-ray diffraction (XRD) using a High-Power X-Ray Diffractometer (Ultima III, Rigaku, Japan) confirmed the structure of the MNPs@SiO_2_(RITC), which showed specific patterns of CoFe_2_O_4_: (220) at 30°, (311) at 36°, (400) at 44°, (511) at 57°, and (440) at 64°. The broad peak between 20° and 40° indicated amorphous silica beads (Supplementary Fig. 2). MNPs@SiO_2_(RITC) uptake was plateaued at 100 µg/ml MNPs@SiO_2_(RITC) treatment and cell viabilities of BV2 cell line and primary rat microglia were ~ 80 % reduced at 1.0 mg/ml MNPs@SiO_2_(RITC) treatment (data not shown). Thus, the MNPs@SiO_2_(RITC) treatment dose to microglia was determined as 10 to 100 µg/ml in this study.

### Primary cell isolation and cell culture

Primary cortical, DAergic neurons, and microglia were isolated from Sprague–Dawley rats (1 day pups). Briefly, rat brains were separated into cortex and midbrain and homogenized in Minimum Essential Medium (MEM, Gibco, NY, USA). The cell fractions were cultured in dishes containing MEM supplemented with 10 % fetal bovine serum (Gibco, NY, USA), 100 units/ml penicillin, and 0.1 mg/ml streptomycin (Gibco, NY, USA) in a humidified 5 % CO_2_ chamber at 37 °C. Primary rat microglia were isolated using the “shaking off” method [25]. The purity of the primary neuronal cells was verified using specific marker protein expression, i.e., anti-neuronal nuclei (NeuN) antibody (1:200, Abcam, USA) for cortical neuronal cells, anti-tyrosine hydroxylase (TH) antibody (1:200, Abcam, USA) for DAergic neuronal cells, anti-microtubule-associated protein 2 (MAP2) antibody (1:200, Novus Biologicals, USA) for neuronal cells, and anti-dopamine transporter (DAT) antibody (1:200, Novus Biologicals, USA) for DAergic neuronal cells. The purity of the primary rat microglia was verified by flow cytometry (BD Biosciences, San Jose, CA, USA) at the Three-Dimensional Immune System Imaging Core Facility of Ajou University after staining with a specific antibody (CD11b/c, integrin αM; clone OX-42, Santa Cruz, CA, USA) (Supplementary Fig. 3).

### Analysis of morphological changes in NPs treated microglia

To analyze NPs-induced microglia activation, BV2 and primary rat microglia cells were treated with 10 and 100 µg/ml of MNPs@SiO_2_(RITC) and SiO_2_ NPs or 10 and 100 ng/ml of LPS as activation control for 12 h. Images were acquired with an AxioVert 200 M fluorescence microscopy (Zeiss, Jena, Germany) at the Three-Dimensional Immune System Imaging Core Facility of Ajou University.

### Immunocytochemistry

After MNPs@SiO_2_(RITC) treatment or coculture on cover slips, cells were fixed in Cytofix buffer (BD Biosciences, CA, USA) at 4 °C for 30 min. PBS containing 2 % bovine serum albumin and 0.1 % Triton-X100 (Sigma-Aldrich, MO, USA) was used for blocking the cover slips. The cells were then incubated with anti-Iba1 goat polyclonal antibody (Novus biologicals, CO, USA), anti-D-serine rabbit polyclonal antibody (1:200, Abcam, Cambridge, UK), anti-vesicle-associated membrane protein 2 (VAMP2) mouse polyclonal antibody (1:200, GeneTex, CA, USA), anti- neuropeptide Y (NPY) mouse polyclonal antibody (1:200, GeneTex, CA, USA), anti-ubiquitin rabbit polyclonal antibody (1:200, Santa Cruz, CA, USA), and anti-alpha synuclein monoclonal antibody (1:200, BD Biosciences, CA, USA) diluted in blocking buffer at 4 °C for 12 h. After three washes with PBS containing 0.1 % Triton X-100, they were incubated with Alexa Fluor 488-, 547-, and 647-conjugated secondary antibodies (1:200, Invitrogen, CA, USA) at room temperature (RT) for 1 h. The labeled cells were washed thrice with PBS containing 0.1 % Triton X-100 and incubated with PBS containing 10 µg/ml Hoechst 33,342 at RT for 10 min. After three washes with PBS, the cover slips were mounted onto slides using Prolong Gold Antifade mounting medium (Molecular Probes, OR, USA). Fluorescence images were taken using a slide scanner (Axioscan Z1, Carl Zeiss Microscopy GmbH, Jena, Germany) or by high-resolution confocal microscopy (Nikon A1, Nikon, Tokyo, Japan) at the Three-Dimensional Immune System Imaging Core Facility of Ajou University. To quantify inclusion bodies, total cells were counted using ImageJ (NIH Image, Bethesda, MD) and the frequency of aggresome-containing cells was calculated.

### TEM

To analyze ultrastructural changes, Karnovsky’s fixative (Sigma-Aldrich, MO, USA) was used for MNPs@SiO_2_(RITC)-treated BV2 cells fixation at 4 °C for 12 h. After fixation, samples were washed with 0.1 M cacodylate buffer (pH 7.4). Cacodylate buffer (0.1 M) with osmium tetroxide [1 % (v/v), Polysciences, PA, USA] was used for post-fixation at RT for 2 h. The samples were dehydrated with graded ethanol solutions (50–100 %), infiltrated with propylene oxide, and embedded in Epon (Polysciences, PA, USA). The samples were incubated at 35 °C for 6 h, 45 °C for 12 h, and 60 °C for 24 h. The blocks were sectioned using an ultramicrotome (Reichert-Jung, Bayreuth, Germany). The sections were double-stained with 6 % uranyl acetate (Electron Microscopy Sciences, PA, USA) for 20 min and lead citric acid for 10 min (Thermo Fisher Scientific, CA, USA) for contrast. Images were obtained using a SIGMA500 transmission electron microscope (Carl Zeiss Microscopy GmbH, Jena, Germany) at the Three-Dimensional Immune System Imaging Core Facility of Ajou University. Particle number, vesicle size, mitochondria number, and size were analyzed using the Zen blue 2.3 (Carl Zeiss Microscopy GmbH, Jena, Germany) image analysis module.

### Inductively Coupled Plasma Mass Spectrometry (ICP-MS)

MNPs@SiO_2_(RITC) in BV2 were quantified by ICP-MS (7700, Agilent, Japan) as reported [6]. Briefly, BV2 cells were incubated with 0, 10, or 100 µg/ml MNPs@SiO_2_(RITC) for 12 h, and 5 × 10^6^ cells were collected. The treated cells and MNPs@SiO_2_(RITC) were digested and completely dissolved in concentrated aqua regia and hydrogen fluoride (HF). CoFe_2_O_4_, which is the core of the MNPs@SiO_2_(RITC), contains approximately 10^− 18^ mmol cobalt ions. Thus, the number of MNPs@SiO_2_(RITC) in each BV2 cell was calculated.

### RNA-seq

To analyze transcriptome of control BV2 cells and 10 or 100 µg/ml MNPs@SiO_2_(RITC) treated BV2 cells, total RNA was extracted using a TruSeq Stranded Total RNA Library Prep Kit (Illumina, CA, USA). An Agilent RNA 6000 Nano Kit (Agilent Technologies, Waldbronn, Germany) was used for analyzing RNA quality. mRNA was enriched using Magnetic beads conjugated with oligo(dT). Double-stranded cDNA was synthesized with purified mRNA after fragmentation. Sequencing adapters using a TruSeq RNA Sample Prep Kit (Illumina, CA, USA) was used for modification, including end-repair and poly(A) addition and connection, of the cDNA. The samples were isolated using Blue Pippin (Sage Science, MA, USA). cDNA library size and quality were determined using an Agilent High Sensitivity DNA Kit (Agilent Technologies, Waldbronn, Germany). The libraries were sequenced using an Illumina HiSeq2500 sequencer (Illumina, CA, USA).

### Differentially Expressed Gene (DEG) analysis

Low-quality reads (reads containing more than 10 % skipped bases, reads containing more than 40 % of bases with quality scores < 20, and reads with an average quality score < 20) were filtered from the RNA-seq data using in-house scripts. Filtered reads were identified using the aligner TopHat [26]. Expression levels were calculated using Cufflinks v2.1.1 [26] and Ensembl, release 77. Multi-read-correction and fragbias- correct were used for increasing the measurement accuracy. DEGs were singled out using Cuffdiff with default parameter settings, based on *p* < 0.05.

### Gene Ontology (GO) and pathway analyses

The GO database classifies genes into functional categories and can be used to predict gene function based on Mouse Genome Informatics (MGI) data [27]. Biological changes, related with canonical pathways and functions, were analyzed using an ingenuity pathway (IPA) web-based software (Qiagen, CA, USA). A 1.5-fold change in gene expression and a 1.2-fold change in amino acid levels were used as cut-offs.

### Quantitative reverse transcription PCR (RT-qPCR)

To quantify gene expression levels of MNPs@SiO_2_(RITC) BV2 cells, RNA extraction and cDNA construction for RT-qPCR were performed as previously study [8]. The cells were lysed using RNAzol B (Tel-Test, TX, USA). Chloroform (Sigma-Aldrich, MO, USA) and isopropyl alcohol (Sigma-Aldrich, MO, USA) were used for total RNA precipitation. Pellets were washed with 70 % ethanol and the samples were dissolved in RNase-free water. The purities of samples were measured by 260 nm/230 nm and 260 nm/280 nm absorbance ratio using spectrophotometry (Eppendorf, Hamburg, Germany). cDNA was synthesized using the iScript Advanced cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). The thermal cycle was as follows: 46 °C for 20 min followed by 95 °C for 1 min.

Expression levels of genes were quantified by qPCR using SsoAdvanced™ Universal SYBR® Green Supermix (Bio-Rad) and gene-specific primers (Supplementary Tables 1 and 2﻿) on a Rotor Gene-Q system (Qiagen, CA, USA). Thermal cycles were as follows: 95 °C for 5 min, followed by 50 cycles of 95 °C for 5 s and 60 °C for 30 s. Target gene expressions were calculated with melting curves by the 2^−ΔΔCt^ method.

### Gas chromatography (GC)-MS

The amino acid content in the MNPs@SiO_2_(RITC)-treated BV2 cells and media was analyzed using GC-MS as reported previously [9]. Norvaline is used as internal standard. GC-MS was conducted in both the scan and selected-ion monitoring (SIM) modes on a 6890 N gas chromatograph (Agilent Technologies, Santa Clara, CA, USA) interfaced with a 5975B mass-selective detector (70 eV, electron impact ionization mode; Agilent Technologies).

### Determination of D-serine secreted from microglia

D-Serine concentrations in the medium were determined using a D-serine colorimetric assay (Cosmo Bio, Tokyo, Japan) per the manufacturer’s instructions. Briefly, medium of the MNPs@SiO_2_(RITC) or lipopolysaccharide (LPS)-treated BV2 cells and primary rat microglia were mixed with NADH and D-serine dehydratase from *Saccharomyces cerevisiae* (DsdSC), D-serine to pyruvate converting enzyme, at 37 °C for 45 min. D-serine samples incubated with nicotinamide adenine dinucleotide (NADH), but without DsdSC were used as blank. The absorbance at 340 nm was measured using a microplate reader (Molecular Devices, CA, USA). Lactate dehydrogenase (LDH) was added to the mixed samples and incubated at 37 °C for 45 min. The pyruvate to lactate conversion by LDH leaded to reduction in optical density at 340 nm by NADH oxidation. The D-serine concentration was quantified by calculating the reduction absorbance at 340 nm and a D-serine standard curve.

### Liquid Chromatography (LC)-MS

L- and D-Serine were purchased from Tokyo Chemical Industry (Tokyo, Japan). HPLC-grade acetonitrile, ethanol, and trifluoroacetic acid were obtained from Thermo Fisher Scientific (CA, USA). Stock solutions of L- and D-serine were prepared at 1 mg/mL in water. A standard stock solution of amino acids was diluted to 0.01–100 µg/ml for calibration. Calibration curves were plotted with seven points using the peak areas obtained for D- and L-serine versus the concentration by linear regression. The samples were centrifuged at 12,000 ⋅ *g* for 15 min. The supernatant was filtered through a 3-kDa filter (Millipore, Darmstadt, Germany) by centrifugation at 14,000 ⋅ *g* at 4 °C for 30 min. The filtered aliquot was used for analysis.

Chiral DL-serine separations were performed using an Agilent 1290 infinitely LC (Agilent Technologies, Walbronn, Germany) using a CROWNPAK CR-I(+) (3.0 × 150 mm, 5 μm, Chiral Technologies) at 30 °C. Mobile phase comprising acetonitrile: ethanol: water: trifluoroacetic acid (80: 15: 5: 0.5) was employed at a flow rate of 0.4 ml/min. Two microliters of sample were injected into the column using a thermostated HiP-ALS autosampler. The HPLC system was interfaced with an Agilent 6495 Q-TOF (Agilent Technologies, Walbronn, Germany) mass spectrometer. The source conditions were set to a Vcap of 3.5 kV in positive ESI mode with a sheath gas temperature of 200 °C and a sheath gas flow rate of 11 ml/min. The DL-serine was detected by multiple reaction monitoring. A product ion at m/z 60 fragmented by a collision energy of 10 V from the precursor ion at m/z 106 was monitored for 200 ms.

### Evaluation of neuronal cell viability in a microglia coculture system

The coculture system was set up as reported previously [28]. Briefly, neuronal cells or SH-SY5Y cells were cultured on the bottom side of a Costar Transwell plate (0.4-µm pore size; Corning, NY, USA) in a humidified 5 % CO_2_ incubator at 37 °C for 24 h. Microglia in the culture inserts were treated with MNPs@SiO_2_(RITC) or LPS for 12 h. Then, the inserts were placed in the plate and incubated for another 12 h. To measure the viability of the neuronal cells, the upper inserts were removed, and 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2 H-tetrazolium solution (CellTiter 96® AQueous One; Promega, WI, USA) was added to each well containing the microglia. The assay plate was incubated at 37 °C for 1 h. The amount of soluble formazan produced *via* cellular reduction was measured using a plate reader (Molecular Devices, CA, USA) at 490 nm. Values were normalized to the corresponding total protein. Images of cell morphology and density were acquired before the cell viability assay under an Axiovert 200 M fluorescence microscope (Carl Zeiss Microscopy GmbH, Jena, Germany) at the Three-Dimensional Immune System Imaging Core Facility of Ajou University. The excitation wavelength for the MNPs@SiO_2_(RITC) was 530 nm.

### Measurement of the ATP concentration

The ATP concentration of the microglia cocultured neurons and D-serine treated neurons were determined using an ATP quantification kit (Promega, WI, USA) per the manufacturer’s protocol. Briefly, the neuronal cells were detached from plate and washed with PBS. Intracellular ATP was extracted with a 1.0 % trichloroacetic acid (Sigma Aldrich, MO, USA) at RT for 30 min. The extractant were mixed with a luciferin reagent/buffer mixture and then split in white 384-well plates. After 10 min of incubation at 25 °C, the luminescence in each well was measured using a luminometer (LMaxII^384^; Molecular Devices, CA, USA).

### Proteasome activity assay

Proteasome activity was measured using a Proteasome-Glo™ Chymotrypsin-Like Cell-Based Assay (Promega, WI, USA) per the manufacturer’s protocol. Briefly, microglia cocultured neurons and D-serine treated neurons were washed three times with PBS, replenished with 50 µl of serum-free medium, and left at RT. Proteasome-Glo™ cell-based buffer was mixed with luciferin detection agent and appropriate Proteasome-Glo™ substrate and incubated at RT for 30 min. Fifty-microliter aliquots of this mixture were then added to the medium in each well and incubated at RT for 10 to 15 min. Next, 90 µl of the medium containing a proteasome assay solution was transferred to corresponding wells in a white plate. Proteasome activity was determined by measuring the chymotrypsin-like activity of cellular proteasomes using the luminogenic substrate Suc-Leu-Leu-Val-Tyr-aminoluciferin in a luminometer (LMaxII^384^; Molecular Devices, CA, USA) per the manufacturer’s instructions.

### Evaluation of D-serine distribution and inclusion body formation *in vivo*

All animal experimental protocols were approved by the Laboratory Animal Research Center of Ajou University Medical Center (approval no. 2020-0033) and complied with the institutional ethical use protocols (NIH Guide for Care and Use of Laboratory Animals). Male ICR mice (8 weeks old, Orientbio, Seongnam, Korea) were maintained under 12-h light/dark cycles with free access to food and water. Four mice per group were used in this study. The biodistribution and toxicological effects of the MNPs@SiO_2_(RITC) at 25, 50, and 100 mg/kg were previously reported [5]. The study showed the broad-range tissue distribution of the MNPs@SiO_2_(RITC) and the brain localization of the MNPs@SiO_2_(RITC) without blood–brain barrier disruption. The particles did not induce significant toxicological symptoms in terms of growth, behaviors, biochemical changes in serum, and histopathology, even at 100 mg/kg. However, based on our *in vitro* findings, we postulated that there would be subtle toxicity in the brain at 100 mg/kg, which was the maximum concentration evaluated in the previous study. Thus, MNPs@SiO_2_(RITC) were injected intraperitoneally with sterile saline at 100 mg/kg per mouse. Control mice were injected with sterile saline only. The endpoint was determined at 5 days, based on a previous biodistribution study [5]. Five days after the injection, the mice were anaesthetized with urethane (1.2–1.5 g/kg, intraperitoneally). The hearts were rapidly exposed, and the mice were transcardially perfused with paraformaldehyde (PFA, Sigma-Aldrich, MO, USA). The brains of the PFA-perfused mice were removed and placed in PFA for 24 h. The brains were cryoprotected by immersion in 30 % sucrose and then sectioned at 5 μm and stored at − 80 °C until analysis.

Frozen sections were incubated in blocking solution containing 1 % bovine serum albumin (Sigma-Aldrich, MO, USA) and 10 % donkey serum (Sigma-Aldrich, MO, USA) in PBS at RT for 2 h. The sections were stained with anti-D-serine rabbit polyclonal antibody (1:200, Abcam, Cambridge, UK), anti-Iba1 goat polyclonal antibody (1:100, Novus Biologicals, CO, USA), and anti-ubiquitin rabbit polyclonal antibody (1:200, Santa Cruz, CA, USA) diluted in 1 % donkey serum in PBS with 0.4 % Triton X-100 at 4 °C overnight. The sections were rinsed and washed (three times for 10 min) in PBS with 0.4 % Triton X-100 and incubated with Alexa Fluor 488- or 647-conjugated secondary donkey antibodies (Invitrogen, CA, USA) at 1:100 dilution in 1 % donkey serum in PBS with 0.4 % Triton X-100 at RT for 2 h. After the wash steps, the sections were mounted with Vectashield mounting medium containing DAPI (Vector Laboratories, CA, USA), and coverslips were applied. Immunostained sections were scanned using a slide scanner (Axio Scan Z1, Carl Zeiss Microscopy GmbH, Jena, Germany), and regions of interest were viewed under a 40× objective lens on an A1R HD25 confocal microscope (Nikon, Tokyo, Japan) at the Three-Dimensional Immune System Imaging Core Facility of Ajou University. Three-dimensional reconstructions of branch structures were acquired and quantified for number and length, using Imaris 9.2 software (Bitplane, Zurich, Switzerland) at the Three-Dimensional Immune System Imaging Core Facility of Ajou University.

### Statistical analysis

Data were analyzed by analysis of variance (ANOVA) with Bonferroni’s multiple-comparison tests, using IBM-SPSS software (IBM, NY, USA). Differences were considered significant at *p* < 0.05.

## Results

### Phenotype changes and NP uptake efficiency of MNPs@SiO_2_(RITC)-treated microglia

To evaluate the effect of MNPs@SiO_2_(RITC) on microglia, we first analyzed morphological changes in MNPs@SiO_2_(RITC)-treated BV2 immortalized murine microglial cells and primary rat microglia. The cells were treated for 12 h with 10 or 100 µg/ml MNPs@SiO_2_(RITC) (Fig. 1a) or with 0 (non-treated control), 10, or 100 ng/ml of LPS as a positive control for morphological activation. Morphological activation (i.e., swollen and round cells) was observed in MNPs@SiO_2_(RITC)- and LPS-treated microglia (Supplementary Fig. 4). Compared to non-treated control cells, BV2 cells and primary rat microglia showed dose-dependent morphological changes following MNPs@SiO_2_(RITC) or LPS treatment, but there was no significant difference in cell density.

**Fig. 1:**
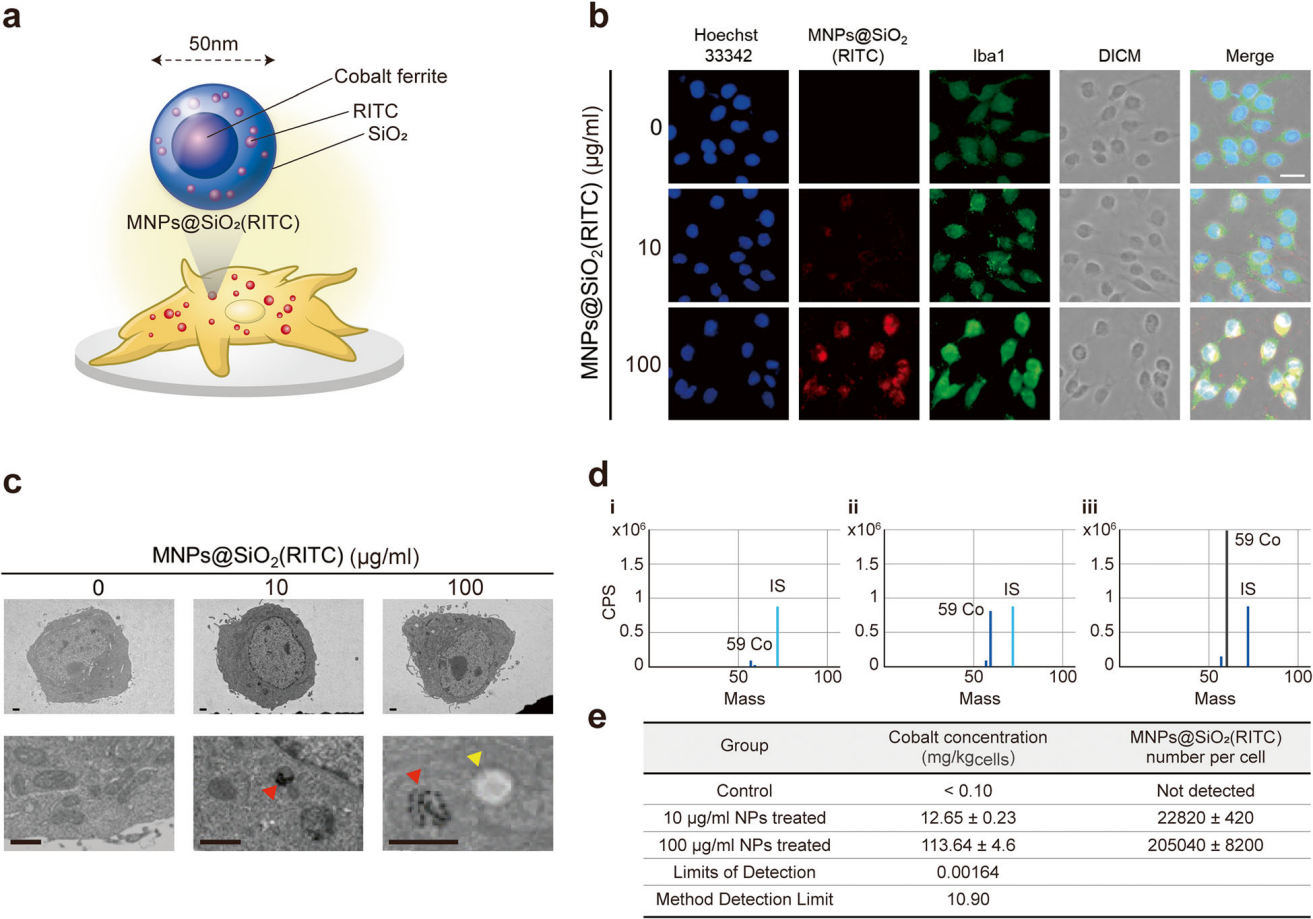
TEM analysis of MNPs@SiO_2_(RITC)-treated BV2 cells.** a** Schematic representation of the MNPs@SiO_2_(RITC) composition. **b** Immunostaining image of Iba1 (green), MNPs@SiO_2_(RITC) (red), and the nucleus (blue). Scale bar = 20 μm. **c** Representative TEM images of MNPs@SiO_2_(RITC)-treated BV2 cells. Magnified images are presented in the bottom panels. The red arrow head indicates MNPs@SiO_2_(RITC) in the cell, and the yellow arrow head indicates a granular structure. Scale bar = 1 μm. **d** ICP-MS peak of the cobalt ion in the control and MNPs@SiO_2_(RITC)-treated microglia. IS = internal standard. **e** Quantification of the cobalt concentration and MNPs@SiO_2_(RITC) particles in each MNPs@SiO_2_(RITC)-treated cell

We previously suggested that the biological changes in HEK293 cells were induced by the shell (silica) rather than the cobalt ferrite core of MNPs@SiO_2_(RITC) [7, 8, 11, 13–15]. Moreover, our previous studies revealed that these biological changes, which included cell viability, intracellular ROS generation, and proteasome activity, were similar between MNPs@SiO_2_(RITC)- and silica NP-treated HEK293 cells. In this study, we also analyzed morphological changes in silica NP-treated microglia, which exhibited similar trends between MNPs@SiO_2_(RITC)- and silica NP-treated microglia (Supplementary Fig. 5).

Iba1 is a microglial marker whose expression is elevated upon microglial activation [29]. MNPs@SiO_2_(RITC)-treated BV2 cells were stained for Iba1 after 10 or 100 µg/ml MNPs@SiO_2_(RITC) treatment for 12 h (Fig. 1b). Iba1-staining fluorescence was increased in a MNPs@SiO_2_(RITC) dose-dependent manner. Thus, MNPs@SiO_2_(RITC) treatment induces morphological and biological activation in microglia.

To evaluate detailed changes at the organelle level, the MNPs@SiO_2_(RITC)-treated BV2 cell ultrastructure was visualized using TEM. MNPs@SiO_2_(RITC) were clearly visible as black dots throughout the cytoplasm, and the mitochondria showed the most pronounced changes in size and number among the organelles (Fig. 1c). MNPs@SiO_2_(RITC) were not distributed in the nucleus. The lysosomes, containing MNPs@SiO_2_(RITC), were approximately 800 nm in diameter. The number of granular structures was increased by ~ 3-fold in 100 µg/ml MNPs@SiO_2_(RITC)-treated BV2 cells compared to 10 µg/ml MNPs@SiO_2_(RITC)-treated and control cells.

In this study, BV2 cells were treated with 10 or 100 µg/ml MNPs@SiO_2_(RITC), and the uptake efficiency was determined by ICP-MS (Fig. 1d, e). The efficiency was approximately 2.3 × 10^4^ particles/cell at 10 µg/ml MNPs@SiO_2_(RITC) and 2.0 × 10^5^ particles/cell at 100 µg/ml MNPs@SiO_2_(RITC).

### Transcriptome analysis of MNPs@SiO_2_(RITC)-treated BV2 cells

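BV2 is an immortalized mouse microglial cell line, and MNPs@SiO_2_(RITC) are cobalt ferrite particles in a silica shell that carries rhodamine B isothiocyanate. RNA was sequenced from 3 libraries of non-treated control cells, 3 of cells treated for 12 h at 10 µg/ml and 3 of cells treated for 12 h at 100 µg/ml. The sample labels give the doses as 0.01 and 0.1 µg/µl, which are the same doses in another unit. The authors removed low-quality reads, aligned the others with TopHat and computed FPKM with Cufflinks 2.1.1 and the mouse genes of Ensembl release 77 (GRCm38), with their corrections for fragment bias and for reads that map to several places. FPKM is the number of fragments per length of transcript and per number of mapped fragments, so transcript length and depth are already divided out. A gene's FPKM can still move when other genes take a larger share of a library. The deposited table gives 1 FPKM value for each of 40993 genes in each library, and no counts. A total of 22045 genes were listed at 0 in every library. Because 9 genes were above 1000 FPKM in some libraries and at 0 in others, a 0 in this table can also be a failed estimate.
The FPKM values of a library summed to between 477176 and 519840 in control cells (median 519600), between 478836 and 492137 at 10 µg/ml (median 480633) and between 473547 and 522812 at 100 µg/ml (median 476146). FPKM carries no depth of its own, but low values rise in steps of 1 fragment. From the steps in 464 genes with a single transcript longer than 1500 nt, the depth was estimated as 12.6 to 14.0 M (mega) fragments per control library (median 13.6), 12.7 to 14.0 M at 10 µg/ml (median 13.7) and 12.0 to 15.1 M at 100 µg/ml (median 13.3). Of the 2348 low values checked, 75.9% lay within 0.25 of a whole fragment, where chance gives 50%, so these depths and the fragment numbers derived from them are approximate.
Differences between groups were tested with limma (lmFit, and eBayes with a trend) on log2(FPKM + 1), with the 3 groups in one fit and Benjamini-Hochberg adjustment over the 11161 genes whose mean FPKM over the 9 libraries was at least 1. Fold changes on this scale understate the changes of genes with low FPKM. The pseudocount, the filter on low values, the scaling between libraries and single replicates can each change the numbers. Cuffdiff, which the authors used for the DEGs, takes alignments as its input and was not rerun here.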

To evaluate the biological changes in MNPs@SiO_2_(RITC)-treated BV2 cells, transcriptome changes after treatment with 10 or 100 µg/ml MNPs@SiO_2_(RITC) were investigated using RNA-sEq. Changes in gene expression were more pronounced at 100 µg/ml than at 10 µg/ml. 

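Between 100 µg/ml MNPs@SiO_2_(RITC)-treated and control cells, 236 of the genes tested had an adjusted p under 0.05 in limma, of which 79 were higher and 157 lower in treated cells. Between 10 µg/ml MNPs@SiO_2_(RITC)-treated and control cells, 0 genes passed this threshold. At an unadjusted p under 0.05 there were 2160 genes (19.35%) at 100 µg/ml and 366 genes (3.28%) at 10 µg/ml. Under the cut-offs of the paper, an unadjusted p of 0.05 and a 1.5-fold change in mean FPKM, 268 genes changed at 100 µg/ml (71 higher and 197 lower) and 75 genes changed at 10 µg/ml (31 higher and 44 lower). For 2660 genes (23.83%) all 3 libraries at 100 µg/ml lay on one side of all 3 control libraries, and for 1199 genes (10.74%) this was so at 10 µg/ml, where chance gives 10%.
The standard deviation of the log2 fold change across genes was 0.27 at 100 µg/ml and 0.24 at 10 µg/ml. Their ratio was 1.14 (exact permutation test, one-sided p = 0.05, the smallest p that the 20 assignments of the treated libraries to the doses allow). This ratio fell below 1, to 0.996, without replicate 3 at 10 µg/ml. The number of genes past the adjusted threshold at 100 µg/ml was 824 after a correction for GC content and length chosen after seeing the data, the largest change in number, and 22 with only the 6 libraries compared in the fit, the largest change as a ratio. With single libraries left out it was between 31 genes without control replicate 2 and 539 genes without replicate 1 at 100 µg/ml. Across all genes tested, the log2 fold changes at both doses had a Pearson r of 0.523. Simulated groups set against the same 3 control libraries gave a mean r of 0.438 and a maximum of 0.598 in 100 simulations. They were drawn around each gene's mean over all 9 libraries, treated ones included, so they can hold part of a shared treatment effect. The simulations therefore cannot decide whether this correlation passes what shared controls alone give. In the fits without replicate 1 and without replicate 2 at 10 µg/ml, r was 0.489 each, against maxima of 0.481 and 0.487 in simulations of these fits. These simulations were added after seeing the data and share the same limit.
Genes are ranked here by the log2 fold change on log2(FPKM + 1), among those past the adjusted threshold whose libraries do not overlap between groups. In this ranking the largest fall at 100 µg/ml was that of haptoglobin, Hp (ENSMUSG00000031722, chromosome 8 of GRCm38 from 109575130 to 109579172, protein-coding). Its FPKM was 9.31 ± 0.257 (SD, n = 3) in control cells, 7.91 ± 0.764 (SD, n = 3) at 10 µg/ml and 3.46 ± 0.744 (SD, n = 3) at 100 µg/ml, a log2 fold change of -1.22 at 100 µg/ml (standard error 0.12, adjusted p = 0.00351 from limma). The smallest adjusted p was that of the kinase gene Pim2 (ENSMUSG00000031155, chromosome X from 7878262 to 7883432), with FPKM of 18.1 ± 0.927 (SD, n = 3) in control cells, 17.9 ± 0.686 (SD, n = 3) at 10 µg/ml and 8.34 ± 0.215 (SD, n = 3) at 100 µg/ml. Its log2 fold change at 100 µg/ml was -1.03 (standard error 0.06, adjusted p = 0.000411 from limma). Cp, Fpr1 and Olfr111 completed the 5 largest falls, with log2 fold changes of -1.13, -1.05 and -1.03. On the log2 ratio of mean FPKM, Cp (-2.39) and Fpr1 (-2.01) fell more than Hp (-1.43). The largest rise in the ranking was that of Gm5805, 0.85 (adjusted p = 0.0390 from limma), a processed pseudogene on chromosome 15 from 81972390 to 81972845 for which reads shared with its parent gene were not tested. The next were Oasl1 (0.76), Spsb4 (0.76), Txnip (0.72) and Il1rn (0.70). Of these genes, Cp, Fpr1, Olfr111, Gm5805, Spsb4 and Il1rn each missed the adjusted threshold when single libraries were left out. Without control replicate 2 their adjusted p from limma was 0.0931, 0.0583, 0.0801, 0.148, 0.0561 and 0.0649, in this order.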

DEGs in 100 µg/ml MNPs@SiO_2_(RITC)- vs. 10 µg/ml MNPs@SiO_2_(RITC)-treated cells were subjected to GO analysis (Supplementary Fig. S6a); 29 DEGs (51.5 % of the total DEGs) were engaged in metabolism, and 18 DEGs (23.9 %) were related to signal transduction, especially inflammation (Supplementary Fig. S6b). 

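Between cells treated at 100 µg/ml and at 10 µg/ml, 95 genes had an adjusted p under 0.05 in limma, of which 24 were higher and 71 lower at 100 µg/ml. At an unadjusted p under 0.05 there were 1594 genes, and 182 genes passed the paper's cut-offs (43 higher and 139 lower). For 2161 genes (19.36%) the libraries of the 2 doses did not overlap, where chance gives 10%. The number depended on single libraries, with 8 genes without replicate 1 at 10 µg/ml and 191 genes without replicate 1 at 100 µg/ml.
Among the largest changes, ranked on log2(FPKM + 1) among genes past the adjusted threshold whose libraries do not overlap, was that of Herpud1 (ENSMUSG00000031770, chromosome 8 of GRCm38 from 94386438 to 94395377), which encodes a protein of the endoplasmic reticulum. Its FPKM was 48.6 ± 2.77 (SD, n = 3) at 10 µg/ml and 26.4 ± 0.233 (SD, n = 3) at 100 µg/ml, a log2 fold change of -0.86 (standard error 0.06, adjusted p = 0.000747 from limma). Ddit4 (ENSMUSG00000020108, chromosome 10 from 59949675 to 59951770) had 11.6 ± 2.25 FPKM (SD, n = 3) at 10 µg/ml and 5.43 ± 0.667 FPKM (SD, n = 3) at 100 µg/ml, a log2 fold change of -0.96 (adjusted p = 0.0175 from limma). The other large falls were those of Pou2f2, -0.87, Hp, -1.01, and Pim2, -1.01. The largest rise in this ranking was that of Rtp4 (ENSMUSG00000033355, chromosome 16 from 23609919 to 23614222), from 1.22 ± 0.411 FPKM (SD, n = 3) to 3.25 ± 0.423 FPKM (SD, n = 3), a log2 fold change of 0.95 (adjusted p = 0.0323 from limma), followed by Oasl1 (0.65), Spsb4 (0.65), Slc30a1 (0.64) and Zbtb32 (0.63). Herpud1, Pou2f2 and Pim2 passed the adjusted threshold in each of the 6 fits that left out a library. The others missed it without replicate 1 at 10 µg/ml, with an adjusted p from limma between 0.0655 for Oasl1 and 0.201 for Slc30a1. The assignment of DEGs to GO categories was not analysed here.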

A gene co-expression network based on the RNA-seq data was constructed using IPA. 

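Supplementary Table 3 lists 36 genes of this network with their fold changes, and 35 of them were matched to the deposited FPKM table (GPAT3 under its older symbol Agpat9), while SIGLEC9 was not matched. Of the 35 genes, 19 reached the mean of 1 FPKM needed for testing and 16 lay below it. At 100 µg/ml, 10 of the 19 genes had an adjusted p under 0.05 over all genes tested in limma, and 17 when adjusted over the list alone. The second number is not independent evidence, since the paper chose the list on these libraries. At 10 µg/ml, 0 of the 19 genes passed either way, and 2 had an unadjusted p under 0.05. In 33 of the 34 genes with FPKM above 0 in both groups, mean FPKM at 100 µg/ml moved in the direction that the paper's table gives, and the exception was Ccl2. At 10 µg/ml the paper's value is exactly 1 for 23 genes, which gives no direction. Of the 10 other genes compared at this dose, 8 moved in the paper's direction, and 0 of the 2 among them that were tested. The number of 10 genes past the adjusted threshold at 100 µg/ml depended on single libraries. It was 3 genes without control replicate 2, 4 genes without control replicate 1 and 13 genes without replicate 1 at 100 µg/ml.
Genes past the threshold that fell included C1qa (ENSMUSG00000036887, chromosome 4 of GRCm38 from 136895917 to 136898803), which had 7.63 ± 0.721 FPKM (SD, n = 3) in control cells and 3.70 ± 0.707 FPKM (SD, n = 3) at 100 µg/ml, a log2 fold change of -0.89 (standard error 0.11, adjusted p = 0.00962 from limma). The adjusted p of C1qa from limma rose to 0.0561 without control replicate 2. The formyl peptide receptor gene Fpr1 (ENSMUSG00000045551, chromosome 17 from 17876471 to 17883940) went from 2.19 ± 0.293 FPKM (SD, n = 3) to 0.543 ± 0.186 FPKM (SD, n = 3), with an adjusted p of 0.0131 from limma that rose to 0.0583 without control replicate 2. Genes past the threshold that rose were Il1rn (ENSMUSG00000026981, chromosome 2 from 24336853 to 24351494), from 33.2 ± 1.69 FPKM (SD, n = 3) to 54.6 ± 5.06 FPKM (SD, n = 3), with an adjusted p from limma of 0.0649 without control replicate 2, and Txnip (ENSMUSG00000038393, chromosome 3 from 96557957 to 96561883), from 93.6 ± 4.01 FPKM (SD, n = 3) to 155 ± 4.94 FPKM (SD, n = 3).
Several chemokine-related genes lay below the filter and were not tested. Ccr1 (ENSMUSG00000025804, chromosome 9 from 123962126 to 123968692) had 0.289, 0.386 and 0.483 FPKM in the control libraries and 0.530, 0.767 and 0.523 FPKM at 100 µg/ml. Csf3 (ENSMUSG00000038067, chromosome 11 from 98701263 to 98703629) had 0.489, 0.279 and 0.170 FPKM in the control libraries and 0.730, 0.958 and 0.642 FPKM at 100 µg/ml. Summed over the 3 libraries of each group, these were about 17.4 and 43.9 estimated fragments. For both genes the 3 treated libraries lay above the 3 control libraries. With 3 libraries against 3, 1 of the 10 splits of the libraries does so by itself. Cxcl3 (ENSMUSG00000029379, chromosome 5 from 90786103 to 90788086) was listed at 0 in all control libraries and at 0.0807, 0 and 0 FPKM at 100 µg/ml, so no fold change can be given. Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) had 149 ± 19.6 FPKM (SD, n = 3) in control cells and 140.1 ± 7.09 FPKM (SD, n = 3) at 100 µg/ml, a log2 fold change of -0.08 (standard error 0.09, adjusted p = 0.689 from limma) that was smaller than its standard error. Serpinf1 (ENSMUSG00000000753, chromosome 11 from 75409769 to 75422701) had 3.61 ± 1.33 FPKM (SD, n = 3) and 3.35 ± 1.42 FPKM (SD, n = 3), a log2 fold change of -0.10 (standard error 0.29, adjusted p = 0.889 from limma) that became 0.11 without control replicate 3 and 0.16 without replicate 1 at 100 µg/ml.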

The genes in the network are presented in relation to their function in metabolism and inflammation (Supplementary Fig. S6c, Supplementary Tables 3, and Supplementary Fig. 7). The expression levels of the genes in the network were quantified using RT-qPCR (Supplementary Fig. S6d). In particular, the expression of chemokine (C-C motif) receptor 1 (*Ccr1*), colony-stimulating factor 3 (*Csf3*), and chemokine (C-X-C motif) ligand 3 (*Cxcl3*) was significantly upregulated and that of formyl peptide receptor 1 (*Fpr1*) and serine (or cysteine) peptidase inhibitor, clade F, member 1 (*Serpinf1*) was significantly downregulated in 100 µg/ml MNPs@SiO_2_(RITC)-treated cells compared to non-treated control cells.

### Disturbances in intracellular amino acids in MNPs@SiO_2_(RITC)-treated microglia

We profiled 19 cellular amino acids in 10 or 100 µg/ml MNPs@SiO_2_(RITC)-treated BV2 cells by ethoxycarbonyl (EOC)/*tert*-butyldimethylsilyl (TBDMS) derivatization and GC-MS (Supplementary Table 4). A star plot revealed increased levels of 7 of the 19 amino acids, including serine, threonine, cysteine, aspartic acid, asparagine, glutamine, and lysine (Fig. 2a). Representative SIM chromatograms showing the changes in the amounts of these seven amino acids in control, 10 µg/ml MNPs@SiO_2_(RITC)-treated, and 100 µg/ml MNPs@SiO_2_(RITC)-treated cells are shown in Fig. 2b, i–iii.

**Fig. 2:**
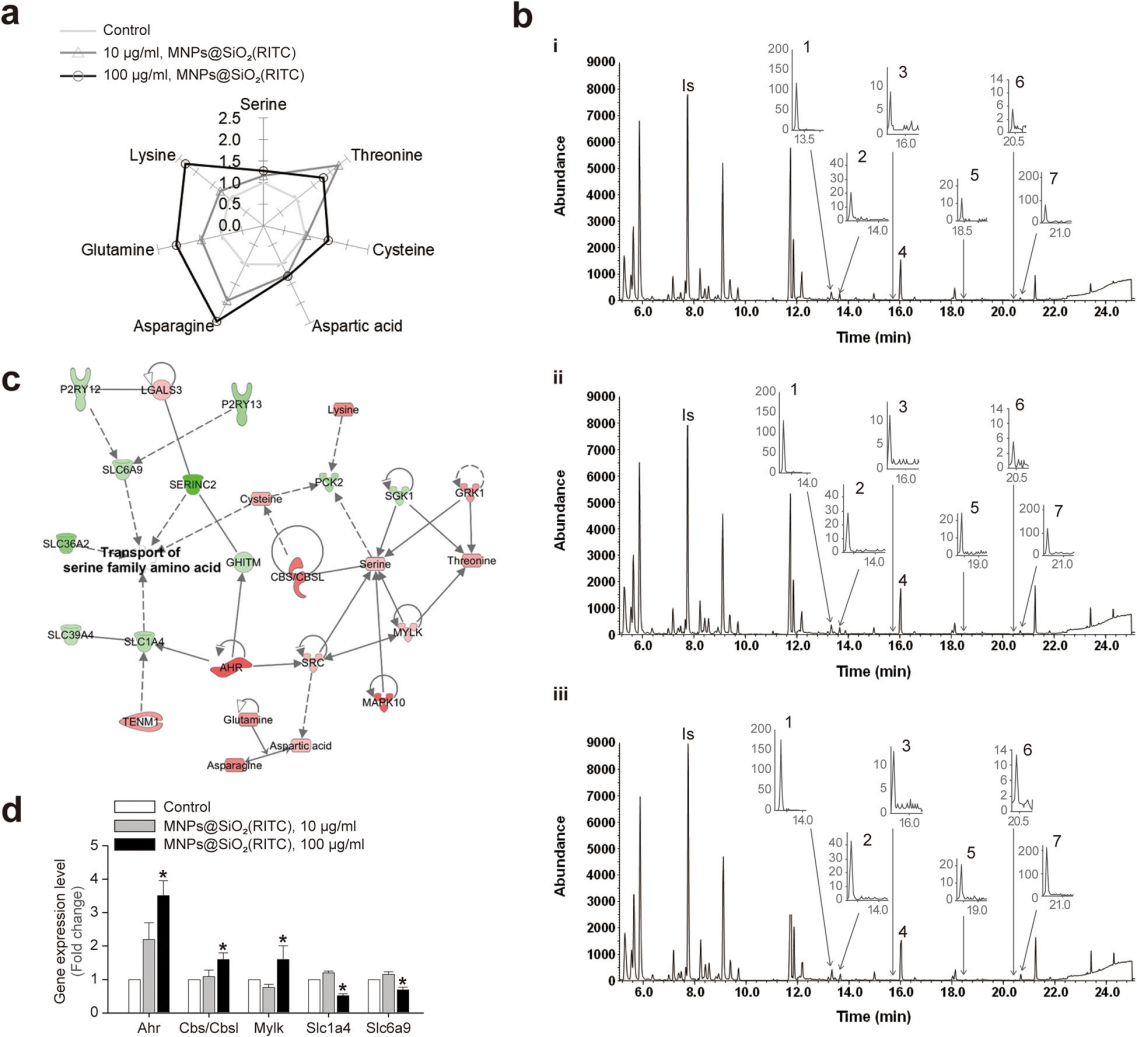
Combined RNA-seq and intracellular amino acid profiling analyses of BV2 cells treated with MNPs@SiO_2_(RITC) for 12 h.** a** Star plot showing altered levels of 7 out of 19 amino acids evaluated in BV2 cells after MNPs@SiO_2_(RITC) treatment. Target levels were normalized to the corresponding values in the non-treated control group. **b** SIM chromatograms of the 7 amino acids in (**i**) control, (**ii**) 10 µg/ml, and (**iii**) 100 µg/ml MNPs@SiO_2_(RITC)-treated BV2 cells. **c** Transcriptome and amino acid network for 100 µg/ml MNPs@SiO_2_(RITC)-treated BV2 cells constructed IPA. Red and green areas indicate the up- and downregulated genes, respectively. As cut-offs, fold changes > 1.5 or <–1.5 for genes and of > 1.2 or <–1.2 for amino acids were used. **d** RT-qPCR analysis of gene expression in each group, using *GAPDH* as an internal control. Data represent the mean ± standard deviation of three independent experiments. *p < 0.05 vs. non-treated control

Amino acid profiles and a gene co-expression network were constructed using IPA. The network revealed that changes in the expression of genes related to transport function were highly associated with changes in serine family amino acids, including glycine, cysteine, and serine, in 100 and 10 µg/ml MNPs@SiO_2_(RITC)-treated cells compared to non-treated cells (Fig. 2c, Supplementary Tables 5, and Supplementary Fig. 8). 

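All 17 genes of Supplementary Table 5 were matched to the deposited table. Of these, 8 reached the mean of 1 FPKM needed for testing and 9 lay below it. At 100 µg/ml, 4 of the 8 genes had an adjusted p under 0.05 over all genes tested in limma, and 7 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. None of the 8 genes passed at 10 µg/ml, and 0 had an unadjusted p under 0.05. Where both groups were above 0, mean FPKM moved in the direction of the paper's table in 15 of 15 genes at 100 µg/ml and in 14 of 15 genes at 10 µg/ml. The number of 4 genes fell to 1 gene without control replicate 1, without control replicate 2 or without replicate 3 at 100 µg/ml, and to 2 genes without control replicate 3.
The smallest adjusted p was that of Pck2 (ENSMUSG00000040618, chromosome 14 of GRCm38 from 55540266 to 55550017), which encodes the mitochondrial phosphoenolpyruvate carboxykinase. It had 21.3 ± 0.681 FPKM (SD, n = 3) in control cells, 20.1 ± 0.997 FPKM (SD, n = 3) at 10 µg/ml and 12.5 ± 1.04 FPKM (SD, n = 3) at 100 µg/ml, a log2 fold change of -0.73 at 100 µg/ml (standard error 0.07, adjusted p = 0.00331 from limma). Ghitm fell by 0.37 and Slc36a2 fell by 0.84 on the same scale, and without control replicate 2 their adjusted p from limma was 0.0639 and 0.0857. The neutral amino acid transporter gene Slc1a4 (ENSMUSG00000020142, chromosome 11 from 20302180 to 20332713) had 6.55 ± 0.645 FPKM (SD, n = 3) in control cells, 6.45 ± 0.637 FPKM (SD, n = 3) at 10 µg/ml and 4.43 ± 0.285 FPKM (SD, n = 3) at 100 µg/ml. Its log2 fold change at 100 µg/ml was -0.47 (standard error 0.10, adjusted p = 0.0418 from limma), and the adjusted p lay between 0.0562 and 0.168 when any one of the 6 libraries compared was left out. The glycine transporter gene Slc6a9 (ENSMUSG00000028542, chromosome 4 from 117834506 to 117875198) had 8.74 ± 2.55 FPKM (SD, n = 3) in control cells, 6.89 ± 0.396 FPKM (SD, n = 3) at 10 µg/ml and 5.68 ± 0.878 FPKM (SD, n = 3) at 100 µg/ml, a log2 fold change of -0.52 (standard error 0.17, adjusted p = 0.143 from limma) that did not pass the threshold.
Genes that the table lists as increased were mostly near the floor of detection. Ahr (ENSMUSG00000019256, chromosome 12 from 35497974 to 35535038) had 0.0539, 0 and 0.0137 FPKM in the control libraries and 0.0668, 0.0466 and 0.0279 FPKM at 100 µg/ml. Summed over the 3 libraries of each group, these were about 4.8 and 10.8 estimated fragments. Mylk (ENSMUSG00000022836, chromosome 16 from 34745210 to 35002420) had 0.0150, 0.0278 and 0.0428 FPKM in the control libraries and 0.0264, 0.0476 and 0.0507 FPKM at 100 µg/ml. The sums over the 3 libraries of each group were about 9.1 and 12.9 estimated fragments. The libraries of both groups overlapped for both genes, which lay below the filter and were not tested. Cbs (ENSMUSG00000024039, chromosome 17 from 31612623 to 31637199) was listed at 0 in 8 of the 9 libraries and at 0.0235 FPKM in replicate 1 at 100 µg/ml, so no fold change can be given. Of the genes that the table lists as increased, Src (ENSMUSG00000027646, chromosome 2 from 157418444 to 157471862) was the only one tested. It had 1.385 ± 0.118 FPKM (SD, n = 3) in control cells and 2.034 ± 0.583 FPKM (SD, n = 3) at 100 µg/ml, a log2 fold change of 0.33 (standard error 0.15, adjusted p = 0.281 from limma), and its libraries at 100 µg/ml all lay above those of control cells.

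**Figure D1:**
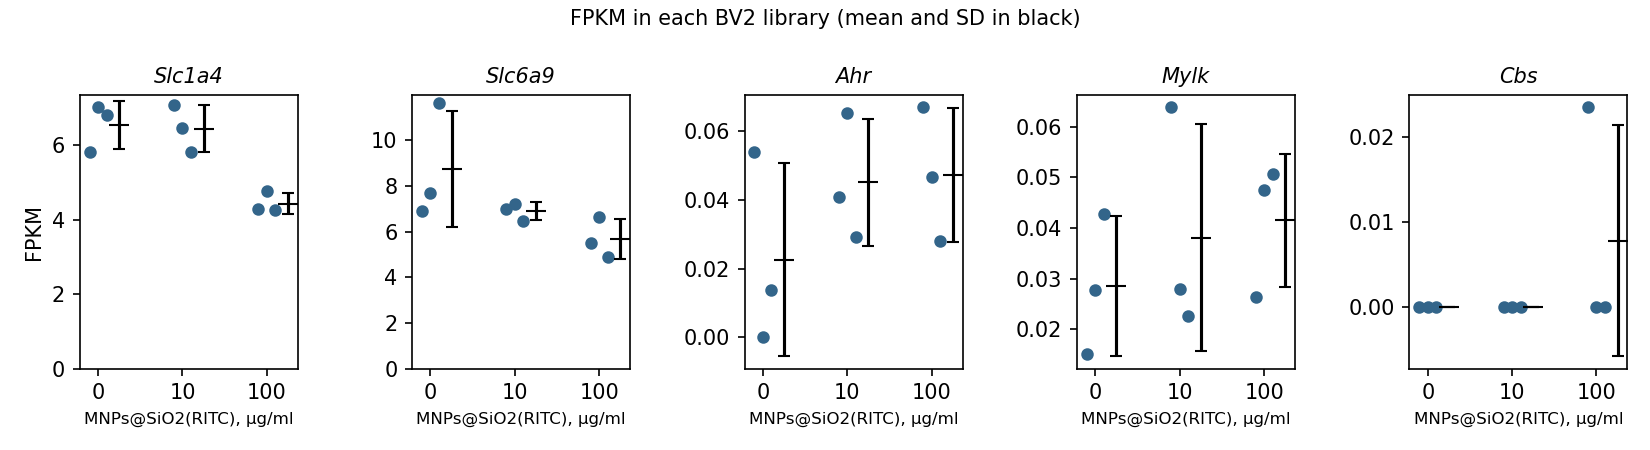
FPKM of Slc1a4, Slc6a9, Ahr, Mylk and Cbs in each library of control, 10 µg/ml and 100 µg/ml MNPs@SiO_2_(RITC)-treated BV2 cells, with a point per library and the mean and SD (n = 3) in black. The vertical axes differ between genes, with Slc1a4 and Slc6a9 above 4 FPKM in every library and Ahr, Mylk and Cbs below 0.1 FPKM in every library.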

The expression levels of aryl-hydrocarbon receptor (*Ahr*), cystathionine beta-synthase (*Cbs/Cbsl*), and 130-kDa myosin light chain kinase (*Mylk*) were significantly increased, whereas those of solute carrier family 1 (glutamate/neutral amino acid transporter), member 4 (*Slc1a4*) and solute carrier family 6 (neurotransmitter transporter, glycine), and member 9 (*Slc6a9*) were significantly decreased in 100 µg/ml MNPs@SiO_2_(RITC)-treated cells compared to control cells as indicated by RT-qPCR (Fig. 2d).

### D-Serine secretion in MNPs@SiO_2_(RITC)-treated microglia *in vitro*

To validate the above findings, we analyzed the extracellular secretion of the above 19 amino acids, including serine family amino acids, in the medium of MNPs@SiO_2_(RITC)-treated BV2 cells using EOC/TBDMS derivatization and GC-MS (Supplementary Table 6). The increase in serine in the medium was significantly higher than the increases in glycine and cysteine. The representative SIM chromatograms corroborated that serine was more strongly increased in the medium than other serine family amino acids (Fig. 3a). The peak area ratios of serine to the internal standard were approximately 0.10 (control; Fig. 3a, i), 0.12 (10 µg/ml treatment; Fig. 3a, ii), and 0.16 (100 µg/ml treatment; Fig. 3a, iii).

**Fig. 3:**
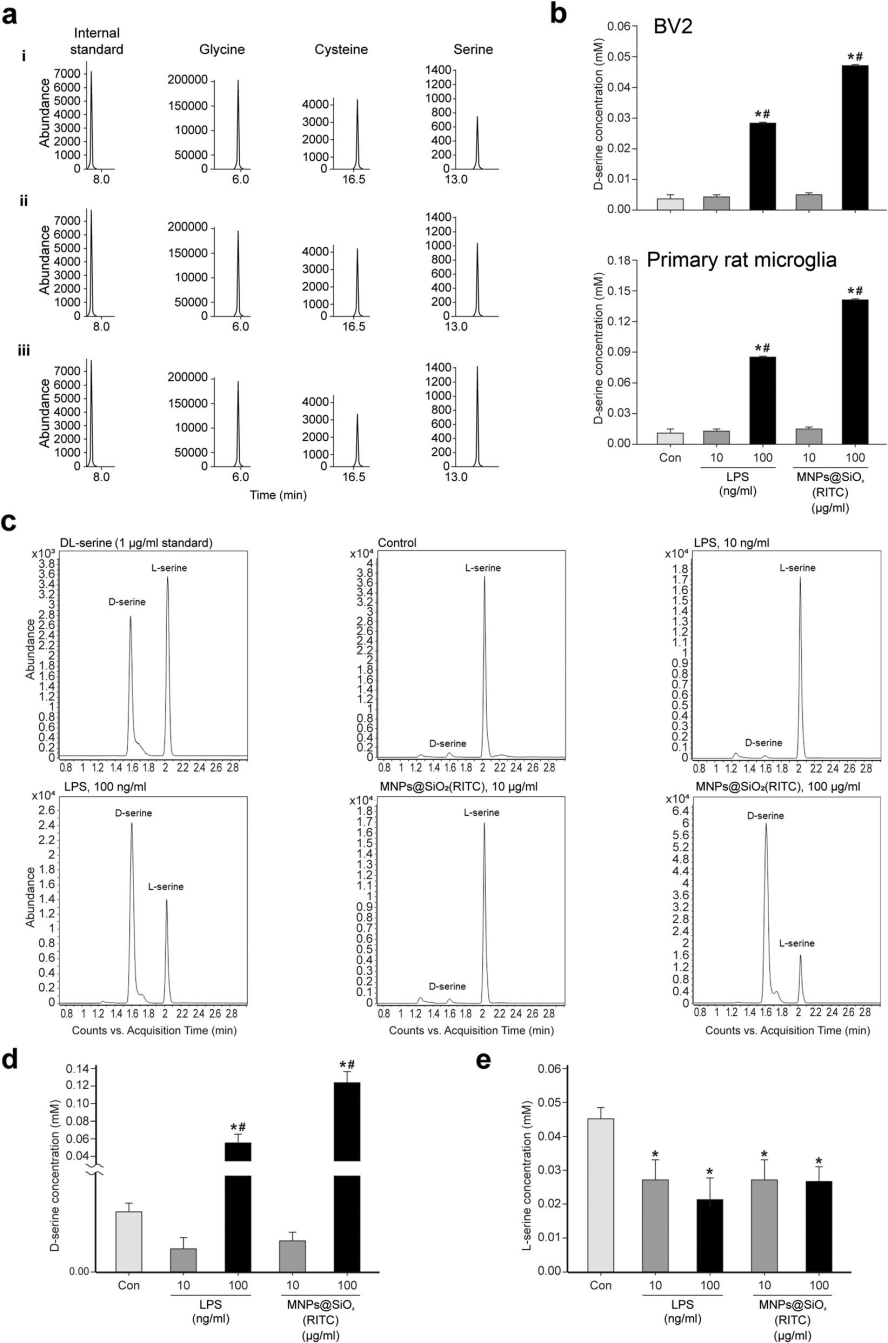
Analysis of the changes in serine family amino acids and quantification of L-and D-serine secretion by BV2 cells treated with MNPs@SiO_2_(RITC). **a** SIM chromatograms of glycine, cysteine, and serine in (**i**) control (**ii**) 10 µg/ml, and (**iii**) 100 µg/ml MNPs@SiO_2_(RITC)-treated microglia. The internal standard was norvaline. **b** Quantitative analysis of D-serine in the medium of MNPs@SiO_2_(RITC)-treated microglial cells (top panel: BV2 cells, bottom panel: primary rat microglia) using an enzyme-based system. Data were normalized to the control and represent the mean ± SD of three independent experiments. *p < 0.05 vs. non-treated control. **c** Multiple reaction monitoring peaks of L- and D-serine in the control, 10 µg/ml, and 100 µg/ml MNPs@SiO_2_(RITC)- and 10 and 100 ng/ml LPS-treated primary rat microglia. Quantification and statistical analysis of L- **d** and D-serine **e** in control, 10 µg/ml, and 100 µg/ml MNPs@SiO_2_(RITC)- and 10 and 100 ng/ml LPS-treated primary rat microglia. *p < 0.05 vs. non-treated control. ^#^*p* < 0.05 vs. 10 µg/ml MNPs@SiO_2_(RITC)-treated cells

The GC-MS platform used in this study could not distinguish enantiomers of serine; therefore, we measured D-serine in the media of MNPs@SiO_2_(RITC)-treated BV2 cells and primary rat microglia using a D-serine-specific enzyme-based method. D-Serine secretion was increased after LPS and MNPs@SiO_2_(RITC) treatment in BV2 cells and primary microglia (Fig. 3b). Specifically, the increase in D-serine secretion was the most pronounced in 100 µg/ml MNPs@SiO_2_(RITC)-treated primary microglia. To validate the aforementioned results of the indirect method, we reanalyzed D-serine by liquid chromatography mass spectrometry, which is a direct detection method for pure D-serine level, using an enantio-separation column. L- and D-serine were clearly separated, and the extracellular levels of D-serine were increased in 10 ng/ml LPS- and 10 µg/ml MNPs@SiO_2_(RITC)-treated primary rat microglia; the changed levels exhibited a similar trend and degree (difference within ± 10 %) in both the indirect and direct methods (Fig. 3c, d). L-Serine levels were rather decreased in LPS- and MNPs@SiO_2_(RITC)-treated cells compared to those in control cells (Fig. 3e).

### ATP and proteasome activity are reduced in neuronal cells cocultured with microglia

To evaluate the effect of activated microglia and secreted D-serine on neuronal cells, we used a Transwell coculture system (Fig. 4a). Microglia, activated with 10 or 100 µg/ml MNPs@SiO_2_(RITC) or 10 or 100 ng/ml LPS for 12 h, were cocultured with SH-SY5Y, cortical, and DAergic neurons. After 12 h, the morphology and density of the neuronal cells were observed by microscopy, and cell viability was analyzed (Supplementary Fig. 9). The viability of cortical neurons was decreased, and aggresome-like structures were detected after coculture with 100 µg/ml MNPs@SiO_2_(RITC)-activated microglia. However, cell viability and density were not affected in MNPs@SiO_2_(RITC)-activated microglia-cocultured SH-SY5Y cells and DAergic neurons.

**Fig. 4:**
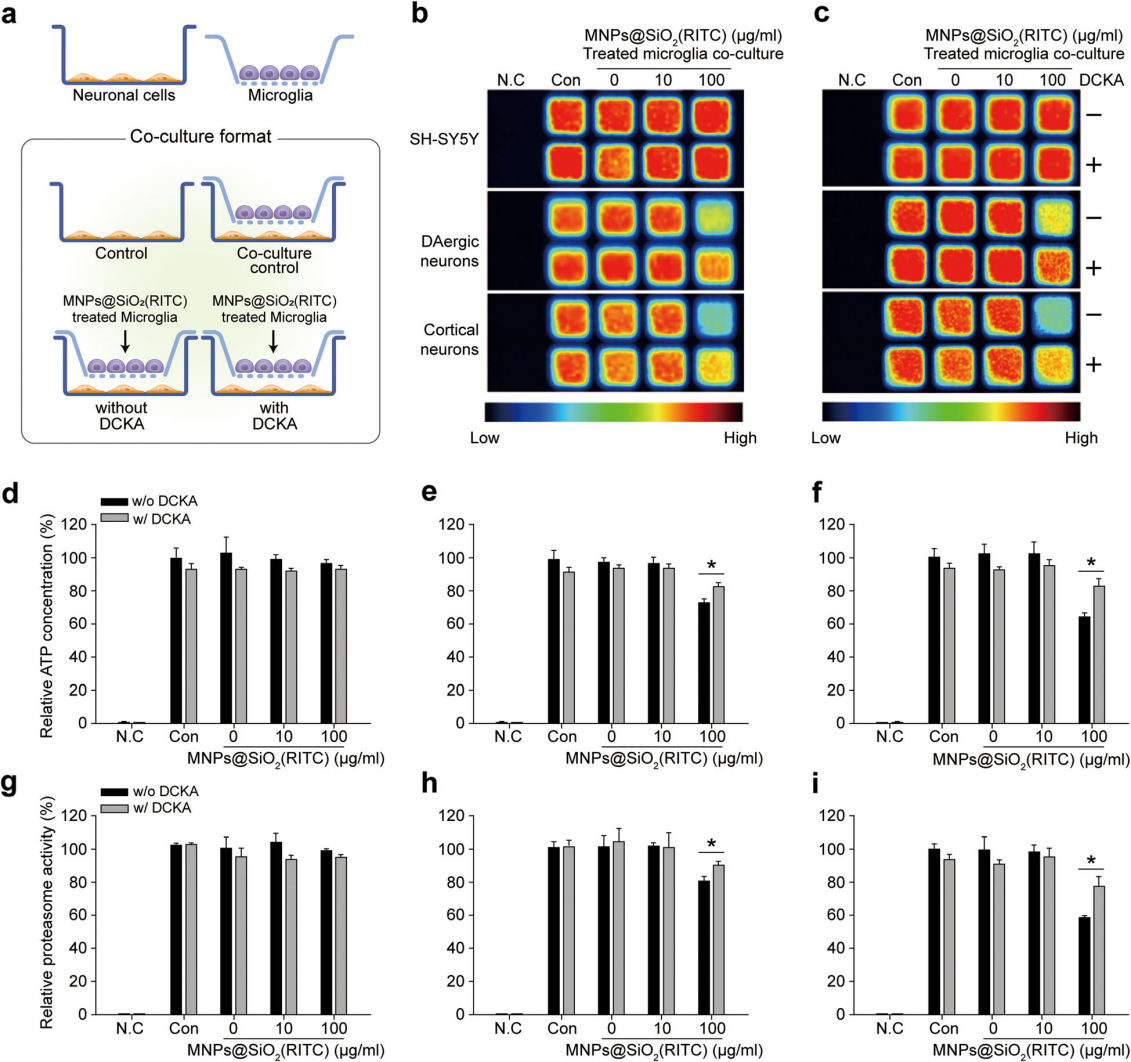
Evaluation of the intracellular ATP level and proteasomal activity in MNPs@SiO_2_(RITC)-treated microglia-cocultured neurons.** a** Schematic representation of the primary rat microglia and neuronal cell coculture system. Luminescence images of the ATP level **b** and proteasomal activity **c**. N.C.: non-treated control control; Con: neuronal cells only; DCKA: 5,7-dichlorokynurenic acid. Plus and minus signs indicate with or without DCKA treatment. Statistical analysis of ATP levels in **d** SH-SY5Y, **e** DAergic, and **f** cortical neurons. Statistical analysis of proteasomal activity in **g** SH-SY5Y, **h** DAergic, and **i** cortical neurons. *p < 0.05 vs. without DCKA. The experiments were repeated three times independently, and a representative result is shown

To evaluate the effect of D-serine secreted from the activated microglia on neuronal cells, we first focused on the mitochondria, because calcium ions from the excitotoxic cascade mainly impair calcium channel-containing organelles such as the mitochondria and the endoplasmic reticulum [30], and the apoptosis cascade is highly associated with the mitochondria [31]. The mitochondrial membrane potential (Δψ_m_) was analyzed in neuronal cells cocultured with MNPs@SiO_2_(RITC)-activated microglia (Supplementary Fig. 10). Populations with disrupted Δψ_m_ were increased in the neuronal cells cocultured with 100 µg/ml MNPs@SiO_2_(RITC)-activated microglia, and the most pronounced decrements (~ 30 %) were observed in cortical neuronal cells. The decrease in Δψ_m_ was alleviated in the presence of an antagonist of the D-serine binding site of the NMDA receptor, 5,7-dichlorokynurenic acid (DCKA).

Decreases in Δψ_m_ are highly correlated with decreases in mitochondrial function, specifically ATP production [32]. Intracellular ATP was measured in neuronal cells cocultured with MNPs@SiO_2_(RITC)-activated microglia. Intracellular ATP levels were reduced in neuronal cells cocultured with 100 µg/ml MNPs@SiO_2_(RITC)-activated microglia, and the most pronounced decrease was observed in cortical neuronal cells (Fig. 4b). The decrease in ATP was also alleviated in the presence of DCKA.

Proteasome activity is highly dependent on the intracellular ATP level [33–35]. Thus, we also analyzed the proteasome activity of neuronal cells cocultured with MNPs@SiO_2_(RITC)-activated microglia (Fig. 4c). In line with the decrease in intracellular ATP (Fig. 4d-f), proteasome activities were decreased in neuronal cells cocultured with 100 µg/ml MNPs@SiO_2_(RITC)-activated microglia and the decrements were also alleviated in the presence of DCKA (Fig. 4g-i). In addition, we evaluated the effects of D-serine on the intracellular ATP level and proteasome activity in D-serine-treated SH-SY5Y cells, dopaminergic neurons, and cortical neurons (Supplementary Fig. ﻿11). Decreases in the intracellular ATP level and proteasome activity were more pronounced in cortical neurons than in dopaminergic neurons; these decreases were alleviated in the presence of DCKA. However, there were no significant changes in D-serine-treated SH-SY5Y cells. The impairments of mitochondria and proteasome activity in the neuronal cells were highly correlated with exposure to D-serine secreted from the MNPs@SiO_2_(RITC)-activated microglia.

### Inclusion body formation in neuronal cells cocultured with microglia

We assessed the accumulation of ubiquitinated proteins following the reduction in proteasome activity. Ubiquitinated protein levels were significantly higher in neuronal cells cocultured with MNPs@SiO_2_(RITC)-activated microglia (Fig. 5a). When neuronal cells were cocultured with the 100 µg/ml MNPs@SiO_2_(RITC)-activated microglia, the increase in ubiquitinated proteins was the most pronounced in the cortical neurons. DCKA suppressed the increases in ubiquitinated proteins.

**Fig. 5:**
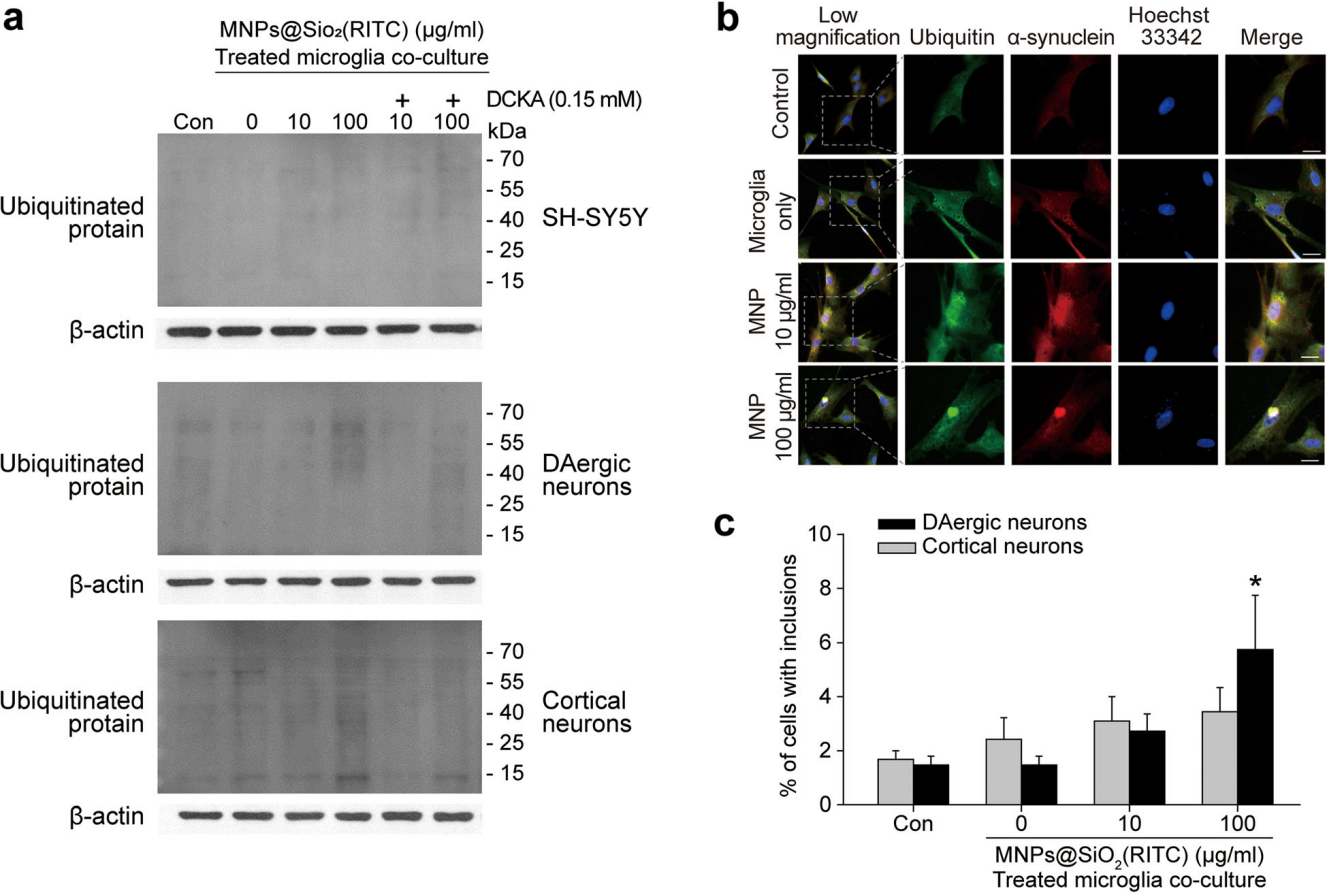
Ubiquitinated proteins and inclusion bodies accumulate in MNPs@SiO_2_(RITC)-treated microglia-cocultured neurons.** a** Immunoblotting analysis of ubiquitinated proteins in the MNPs@SiO_2_(RITC)-treated microglia-cocultured neurons. **b** Inclusion body formation in MNPs@SiO_2_(RITC)-treated microglia-cocultured cortical neurons. Ubiquitin (green), α-synuclein (red), and nucleus (blue) were immunostained. Scale bar = 10 μm. **c** Quantification (%) of cells with inclusion bodies. *p < 0.05 vs. non-treated control

Immunocytochemical analysis revealed a dramatic increase in inclusion bodies in cortical neuronal cells cocultured with 100 µg/ml MNPs@SiO_2_(RITC)-activated microglia (Fig. 5b). However, inclusion body formation was not detected in SH-SY5Y cells (Supplementary Fig. 12). We observed a dose-dependent increase in inclusion bodies in the DAergic neuronal cells cocultured with MNPs@SiO_2_(RITC)-activated microglia (Supplementary Fig. 13), but not as strong as that observed in the cortical neuronal cells (Fig. 5c).

### Microglial activation and D-serine secretion in MNPs@SiO_2_(RITC)-treated microglia *in vivo*

To assess MNPs@SiO_2_(RITC) nanotoxicity on microglia *in vivo*, mice were intraperitoneally injected with MNPs@SiO_2_(RITC) for 5 days. Mouse brains were collected and divided into cortex and striatum for immunohistochemical analysis (Fig. 6a, b). MNPs@SiO_2_(RITC) were homogeneously distributed in the brain and preferentially accumulated in Iba1-positive microglia. Moreover, MNPs@SiO_2_(RITC)- and Iba1-positive microglia showed an activated morphology. D-Serine was distributed around the activated microglia. A 3D reconstruction of microglia morphology clearly showed that the branched structures of microglia were significantly shortened in MNPs@SiO_2_(RITC)-treated mice (Fig. 6c). Cell numbers were not affected (Fig. 6d); however, ubiquitin aggresome-like cell structures, which contain MNPs@SiO_2_(RITC) but not MNPs@SiO_2_(RITC), were detected in the striatum and cortex of MNPs@SiO_2_(RITC)-treated mice (Supplementary Fig. 14).

**Fig. 6:**
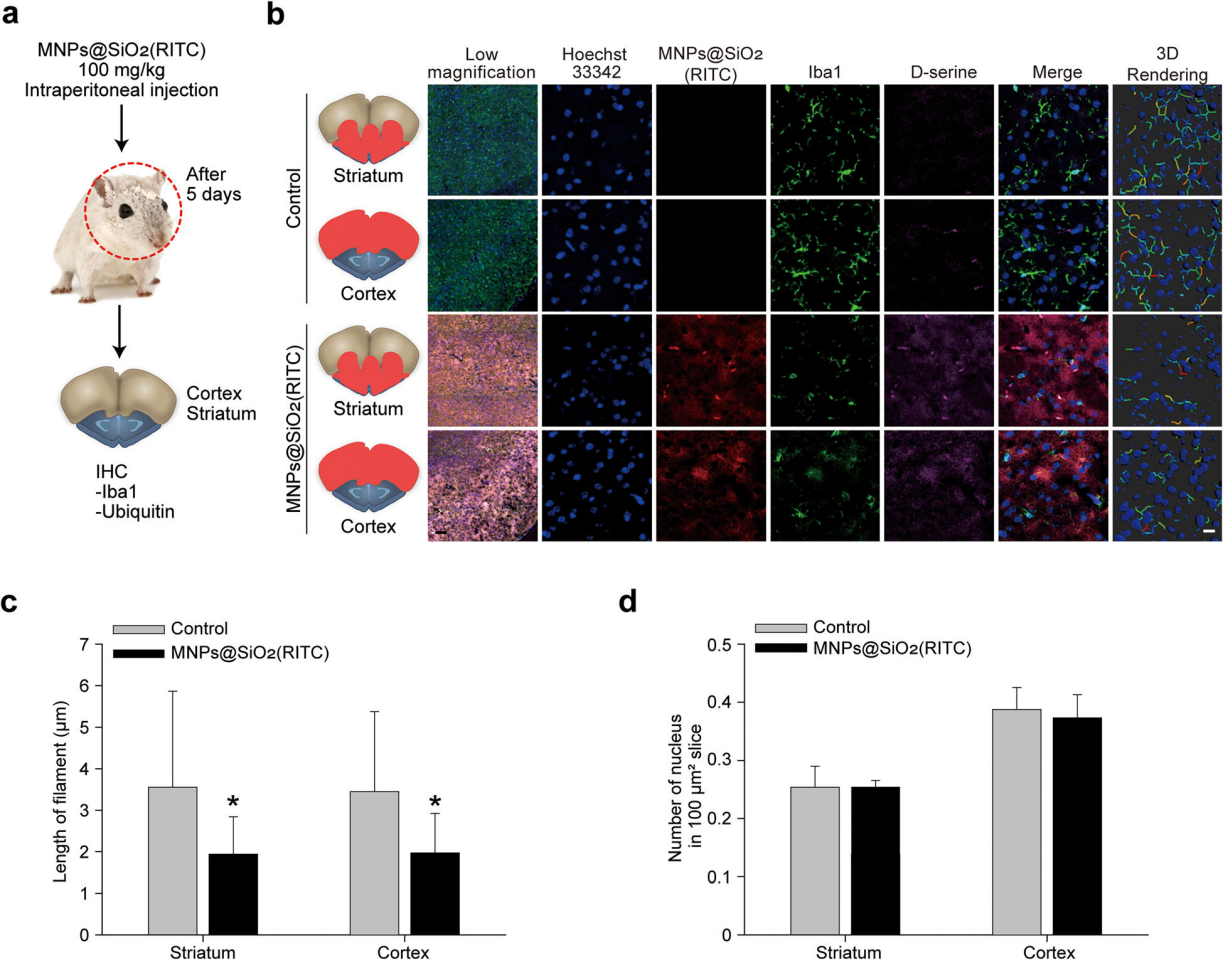
Microglial activation and D-serine distribution in MNPs@SiO_2_(RITC)-treated mouse brains.**a** Schematic representation of the *in vivo* analysis. **b** Immunohistochemical analysis of the cerebellum regions of mice. Low-magnification images are merged with the florescence images of Hoechst 33,342 (blue), MNPs@SiO_2_(RITC) (red), Iba1 (green), and D-serine (violet) to show region-specific structures and the distribution of MNPs@SiO_2_(RITC) and D-serine. Scale bar = 100 μm. Magnified images are separated into Hoechst 33,342, MNPs@SiO_2_(RITC), Iba1, and D-serine and Iba1-based 3D-rendered images. White scale bar = 10 μm. **c** Filament length determined from the 3D-rendered images. **d** Quantification of nuclei in brain sections. *p < 0.05 vs. control

## Discussion

The present study combined conventional biomolecular and integrated omics-based analyses to evaluate the MNPs@SiO_2_(RITC)-induced activation of microglia and the neuronal toxicity of the activated microglia. Especially, we profiled the transcriptome and amino acids in the MNPs@SiO_2_(RITC)-treated microglia and subjected significantly changed factors to functional analysis to deduce relationships between microglial activation and D-serine-related mechanisms after NP exposure. We demonstrated that high-concentration MNPs@SiO_2_(RITC) induced microglial activation and D-serine secretion. The high concentration of D-serine secreted from the activated microglia induced neuronal cell death, especially in cortical neurons, *via* excitotoxicity, including mitochondrial depolarization, a reduction in intracellular ATP, a decrease in proteasomal activity, and the accumulation of ubiquitinated proteins. Our results suggested that the secondary effect of nanoparticle exposure should also be considered in toxicological assessments. Moreover, minimizing NP usage for drug delivery, imaging, and diagnosis purposes is important for preventing nanotoxicity in the brain with respect to microglial activation and neuronal excitotoxicity.

The direct effect of MNPs@SiO_2_(RITC) on microglia should also be considered. ROS generation by NPs triggered mitochondrial dysfunction and decreased ATP production [9, 11, 36]. Owing to mitochondrial dysfunction, microglia exposed to NPs might exhibit limited regulation of brain homeostasis, which is a decisive role of the microglia in the brain. Therefore, toxicological assessment of microglia exposed to MNPs@SiO_2_(RITC) is also necessary for understanding the neuronanotoxicity of MNPs@SiO_2_(RITC).

In this study, MNPs@SiO_2_(RITC) was used in a monodispersed state, as shown in Supplementary Fig. 1. However, the parameters of NPs reaching the brain depend on the form of the primary particle, agglomerates, and aggregates; therefore, these factors should be considered [37, 38]. Thus, further studies are required to determine the level of NP agglomeration and aggregation for assessing neuronanotoxicity in the brain.

The leaching of MNPs@SiO_2_(RITC) components, including RITC and cobalt ferrite, has previously been considered during long-term exposure. In a previous study, the fluorescence intensities of RITC were decreased by 10 % at the third passage and by 60 % at the seventh passage in human cord blood-derived mesenchymal stem cells; this phenomenon was considered a dilution effect by cell proliferation [10]. In addition, cobalt ferrite is highly toxic [8, 9]; however, there were no significant decrease in the viability of MNPs@SiO_2_(RITC)-treated HEK293 cells for seven days. Moreover, MNPs@SiO_2_(RITC)-treated mice did not show any pathological symptoms until four weeks [5]. Thus, we postulated that the MNPs@SiO_2_(RITC) remained intact for at least seven days and that the component leaching effect may be minor in MNPs@SiO_2_(RITC)-treated cells. However, the subtle toxicity caused by leaching of MNPs@SiO_2_(RITC) components should be considered during the long-term exposure of MNPs@SiO_2_(RITC) and requires further analysis.

We observed intracellular granular structure formation and increment of D-serine secretion in MNPs@SiO_2_(RITC)-treated microglia. D-Serine secretion in microglia responds to amyloid beta, LPS, and secreted amyloid precursor protein [39, 40], but D-serine secretion in NP-treated microglia had not been reported. Concomitant with the increase in D-serine secretion, gene expression related to the transport of serine family amino acids was increased as indicated by combined transcriptome and amino acid profiling analyses. 

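In the deposited FPKM table, 17 of 22 genes on a fixed list for the synthesis, transport and release of serine reached the mean of 1 FPKM needed for testing. The list leaves out the genes of Supplementary Table 5. At 100 µg/ml, 0 of the 17 genes had an adjusted p under 0.05 in limma and 4 had an unadjusted p under 0.05. The log2 fold change was below 0 in 14 of the 17 genes, with a median of -0.13. The tested amino acid transporter genes of the list changed by less than their standard errors. They were Slc1a5 (0.020, standard error 0.045), Slc38a1 (-0.016, standard error 0.085) and Slc38a2 (-0.002, standard error 0.059). The list as a whole is therefore not a measure of serine transport. A camera test of the list gave an adjusted p of 0.0591 over 11 lists, fry gave 0.00279, and camera with an estimated correlation between genes gave 0.138. Under camera the adjusted p fell below 0.05 after median-of-ratios rescaling (0.0489), without control replicate 2 (0.0458) and under a correction for GC content and length chosen after seeing the data (0.0473), and ranged up to 0.182 over the other alternatives. The median at 10 µg/ml was 0.00, and 7 of the 17 genes lay below 0. Between 100 and 10 µg/ml the median was -0.10, and the adjusted p was 0.0396 in camera, 0.00349 in fry and 0.115 in camera with an estimated correlation, while 0 of the 17 genes passed in limma. Over the alternatives the camera adjusted p of this comparison ranged up to 0.118 and the median from -0.1232 to -0.0257. The median was -0.0257 without replicate 1 at 100 µg/ml, where the list no longer passed in camera. It also no longer passed without replicate 2 at 100 µg/ml, without replicate 1 at 10 µg/ml, without a filter on low values or with one at 5 FPKM. The same held with the replicate number as a block, after the correction for GC content and length, and with only the 6 libraries compared.
Serine racemase, Srr (ENSMUSG00000001323, chromosome 11 of GRCm38 from 74906359 to 74925948), which converts L-serine to D-serine, had 3.53 ± 0.255 FPKM (SD, n = 3) in control cells, 3.26 ± 0.415 FPKM (SD, n = 3) at 10 µg/ml and 3.05 ± 0.497 FPKM (SD, n = 3) at 100 µg/ml, a log2 fold change of -0.17 at 100 µg/ml (standard error 0.12, adjusted p = 0.491 from limma). The smallest adjusted p of the list was that of Shmt2 (ENSMUSG00000025403, chromosome 10 from 127517123 to 127522444), 0.0723 in limma, with a log2 fold change of -0.20 (standard error 0.05). The serine synthesis genes Phgdh and Psat1 had log2 fold changes of -0.16 and -0.15 (adjusted p = 0.248 and 0.134 from limma). Without replicate 1 at 100 µg/ml the adjusted p from limma was 0.0147 for Shmt2, 0.0192 for Phgdh and 0.0391 for Psat1, so these genes passed the threshold in that fit, and all 3 also passed after the correction for GC content and length. The log2 fold changes of the list lay between -0.29 and 0.15.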

In astrocytes, D-serine secretion mechanisms include synaptosomal-associated proteins receptor (SNARE)-dependent exocytosis as well as non-exocytic mechanisms such as volume-regulated anion channel, alanine–serine–cysteine transporter, and gap junction hemichannels. The mechanism of D-serine release by microglia is still unclear [40, 41]. Moreover, although we have previously observed excitotoxic glutamate production in MNPs@SiO_2_(RITC)-treated HEK293 cells based on metabotranscriptome analysis [9], the mechanisms of D-serine production and secretion in MNPs@SiO_2_(RITC)-treated microglia have not been unraveled. In MNPs@SiO_2_(RITC)-treated microglia, D-serine did not colocalize with VAMP2 nor NPY, which are exocytic vesicle markers in astrocytes (Supplementary Fig. 15) [42, 43], suggesting that microglia utilize a pathway for D-serine secretion different from that of astrocytes and detailed future analysis is required to reveal the specific mechanism.

In a previous study, the MNPs@SiO_2_(RITC)-uptake efficiency of MCF-7 mammary gland adenocarcinoma cells was determined using ICP-atomic emission spectroscopy [6]. In addition, MCF-7 cells have been thoroughly characterized in nanoparticle uptake studies with various composites of nanoparticles and are thought to be a candidate for model cell lines [44, 45]. The efficiency was approximately 10^5^ particles/cell at 2.0 mg/ml MNPs@SiO_2_(RITC) in MNPs@SiO_2_(RITC)-treated MCF-7 cells. In the case of BV2 cells in this study, the efficiency of internalized MNPs@SiO_2_(RITC) was approximately 2.3 × 10^4^ particles/cell at 10 µg/ml MNPs@SiO_2_(RITC) and 2.0 × 10^5^ particles/cell at 100 µg/ml MNPs@SiO_2_(RITC). Thus, the MNPs@SiO_2_(RITC)-uptake efficiency of BV2 cells was approximately 40-fold higher than that of MCF7 cells.

The MNPs@SiO_2_(RITC)-induced D-serine secretion reduced the intracellular ATP level, mitochondrial function, and proteasomal activity in neuronal cells *via* excitotoxicity. Excitotoxicity is highly correlated with the pathological phenotype of neurodegenerative disease [46, 47], and it is triggered by the opening of calcium channels, including the NMDA receptor, by agonists. Physiologically, extracellular and intracellular calcium ion concentrations differ by 20,000-fold (mM vs. 100 nM) [48]. The excessive influx of calcium ions is regulated by storage in the endoplasmic reticulum and mitochondria in the physiological state [49]. However, an overwhelming influx of calcium ions against the physiological regulation induces a calcium ion imbalance [50] and activates calcium ion-cofactor catabolic enzyme activities, which are involved in cell death mechanisms [49]. Moreover, overloaded calcium ions induce mitochondrial membrane depolarization, mitochondrial dysfunction, and reduced ATP production [30, 51]. ATP is essential for ubiquitination, de-ubiquitination, and proteasome complex assembly [33–35]. When ATP strongly decreases, the ubiquitin-proteasome system is corrupted, resulting in the aggregation and accumulation of defective proteins in cells. In neurons, such protein aggregations are histopathological biomarkers for neurodegenerative diseases [52]. Thus, the D-serine level in the brain may be monitored after NP exposure as a secondary (indirect) phenotype of neuronanotoxicity.

Cortical neuronal cells reacted more sensitively to D-serine-induced excitotoxicity than DAergic neurons. Overactivation of the NMDA receptor by D-serine induces neuronal death and protein aggregation [53, 54]. In this study, cortical Lewy bodies, which are a pathological feature of Lewy body dementia closely related to Parkinson’s disease [55], were detected in in vitro MNPs@SiO_2_(RITC)-activated microglia-cocultured cortical neurons and *in vivo* in the mouse brain. Neuronal cells in the MNPs@SiO_2_(RITC)-activated microglia coculture system showed decreased viability, along with decreases in intracellular ATP and proteasome activity, and the effects were the most pronounced in cortical neurons. Our previous study showed that DAergic neurons are more vulnerable to MNPs@SiO_2_(RITC)-induced nanotoxicity (direct effect) than cortical neuronal cells [8]. In this study, cortical neurons responded more sensitively to D-serine secreted from MNPs@SiO_2_(RITC)-activated microglia than DAergic neurons. This is consistent with the finding that cortical neurons are more vulnerable to excitotoxic conditions than DAergic neurons, because endogenous dopamine from DAergic neurons can block excitotoxicity-induced calcium signals and plays a major role in conserving calcium homeostasis in cells [56]. Moreover, molecules abundant in DAergic neurons, including kynurenic acid, brain-derived neurotrophic factor, and prostaglandin A1, protect against excitotoxicity in DAergic neurons [57–59]. Collectively, we showed the induction of a series of dysfunctions in neuronal cells by D-serine secreted from MNPs@SiO_2_(RITC)-activated microglia, suggesting the secondary toxicity of NPs.

In a previous study, the mouse whole-body biodistribution of MNPs@SiO_2_(RITC) was investigated at three different concentrations (25 mg/kg, 50 mg/kg, and 100 mg/kg) using a confocal microscope [5]. Intraperitoneally administered MNPs@SiO_2_(RITC) accumulated in the brain, spleen, heart, liver, lungs, kidneys, and uterus. Although quantification of MNPs@SiO_2_(RITC) in the brain was limited, the fluorescence intensity of cells was similar between brain slices of mice receiving 100 mg/kg and microglia treated with 10 µg/ml MNPs@SiO_2_(RITC). To compare the relevance of NPs *in vitro versus* that *in vivo* in the brain, further research is required to calculate the number of NPs *in vivo* using high-resolution techniques such as X-ray-based analytics, magnetic resonance imaging, or laser ablation ICP-MS [60–62]. In addition, further studies are required to investigate the interspecies comparisons and the possibility of using cell lines *versus* primary cultures in NP-treated cells.

## Conclusions

Based on transcriptomics and amino acid profiling, this study revealed that NP-induced microglial activation is associated with excitotoxic D-serine secretion. The present findings suggest that exposure to NPs can directly activate microglia and indirectly be deleterious to neurons. These results highlight the importance of the safety evaluation of NPs and the assessment of secondary nanotoxicity effects.

## Supplementary Information

**Additional file 1: Supplementary Table 1.** Quantitative real-time PCR primer sequences for genes encoding transcriptomic network related genes.

**Additional file 2: Supplementary Table 2.** Quantitative real-time PCR primer sequences for genes encoding combined transcriptome and amino acid profiles network related genes.

**Additional file 3: Supplementary Table 3.** Ingenuity Pathway Analysis-based profiles of transcriptome of BV2 cells treated with MNPs*@*SiO_2_(RITC).

**Additional file 4: Supplementary Table 4.** Amino acid amount in cell mass of MNPs@SiO_2_(RITC)-treated BV2 cells.

**Additional file 5: Supplementary Table 5.** Ingenuity Pathway Analysis-based profiles of transcriptome and amino acids of BV2 cells treated with MNPs*@*SiO_2_(RITC).

**Additional file 6: Supplementary Table 6. **Concentrations of secreted amino acids in media of MNPs@SiO_2_(RITC)-treated BV2 cells.

**Additional file 7: Supplementary Figure 1.** Transmission electron microscope images for **a﻿** MNPs@SiO_2_(RITC) and **﻿b** SiO_2_ NPs. Scale bar = 20 nm.

**Additional file 8: Supplementary Figure 2.** XRD spectrum of MNPs@SiO_2_(RITC). Peaks in 30^o^, 36^o^, 44^o^, 57^o^ and 64 ^o^ are specific patterns of cobalt ferrite and the broad peak between 20^o^ and 40^o^ indicate the amorphous silica beads.

**Additional file 9: Supplementary Figure 3.** Characterization of primary rat neuronal cells and microglia. **a﻿** Immunofluorescence of cortical neurons stained with anti-NeuN antibody. **b﻿** Immunofluorescence of DAergic neurons stained with anti-TH antibody. Scale bar = 10 μm. **c﻿** Immunofluorescence of cortical and DAergic neurons stained with anti-MAP2 and DAT antibodies. Scale bar = 20 μm. **d﻿** FACS analysis for OX-42 expression in primary rat microglia. Percentage indicates positively stained population of cells.

**Additional file 10: Supplementary Figure 4.** Microglia activation after MNPs@SiO_2_(RITC) treatment. Morphological analysis of **a﻿** BV2 and **b﻿** primary rat microglia. Scale bar = 50 μm. Red; MNPs@SiO_2_(RITC).

**Additional file 11: Supplementary Figure 5.** Microglia activation after SiO_2_ NPs treatment. Morphological analysis of BV2 and primary rat microglia. Scale bar = 50 μm.

**Additional file 12: Supplementary Figure 6.** RNA-seq-based transcriptome analysis of BV2 cells treated with MNPs@SiO_2_(RITC) for 12 h. **﻿a** Categorization of DEGs identified by RNA-seq. DEGs were analyzed using the MGI GO tool. Metabolism-related genes are highlighted. **b﻿** Heat map of DEGs (fold change > 1.5 or <–1.5), including 29 DEGs related to metabolism (left panel) and 18 DEGs related to inflammation (right panel), in control cells and 100 and 10 µg/ml MNPs@SiO_2_(RITC)-treated cells. **﻿c** Metabolism- and inflammation-related gene network for 100 µg/ml-treated BV2 cells constructed by IPA. The red and green areas indicate the up- and downregulated genes, respectively.

**Additional file 13: Supplementary Figure 7.** Transcriptomic network of 10 µg/ml treated BV2 cells. Metabolism and inflammation related genes and network of 10 µg/ml treated BV2 cells was constructed algorithmically by IPA. Red and green areas indicate up- and downregulated genes, respectively.

**Additional file 14: Supplementary Figure 8.** Combinatorial analysis of RNA-seq and intracellular amino acid profiles 10 µg/ml MNPs@SiO_2_(RITC) treated BV2. Transcriptome combined with amino acids profiles network were constructed algorithmically by IPA in 10 µg/ml MNPs@SiO_2_(RITC) treated BV2. Red and green areas indicate up- and downregulated genes, respectively. Cut off fold change ± 1.5 for genes and ± 1.2 for amino acids were used.

**Additional file 15: Supplementary Figure 9.** Evaluation of cytotoxicity on neuronal cells in coculture system with activated microglia. **﻿a** Morphological analysis and cell density observation of SH-SY5Y, DAergic, and cortical neurons. Scale bar = 50 μm. **﻿b** MTS assay for evaluation of cocultured neurons viability. Data were normalized with non-treated control and represent mean ± SD of three independent experiments. *p < 0.05 vs. non-treated control.

**Additional file 16: Supplementary Figure 10.** Evaluation of changes in mitochondria membrane potential in MNPs@SiO_2_(RITC) treated primary rat microglia cocultured neuronal cells. Mitochondria membrane potentials were analyzed using 5,5’,6,6’-tetrachloro-1,1’,3,3’- tetraethylbenzimidazolyl carbocyanine iodide (JC-1). Red fluorescence (high membrane potential) and green fluorescence (low membrane potential) were measured by FACS. Percentage indicates the portion of cells with low mitochondria membrane potential. Carbonyl cyanide *m*-chlorophenyl hydrazine (CCCP) were used as positive control for decreasing mitochondria membrane potential.

**Additional file 17: Supplementary Figure 11.** Evaluation of the intracellular ATP level and proteasomal activity in D-serine treated neuronal cells. Luminescence images of the ATP level and proteasomal activity for **﻿a** SH-SY5Y, **b﻿** DAergic neurons, and **c﻿** cortical neurons. Statistical analysis of ATP levels in **﻿d** SH-SY5Y, **e﻿** DAergic, and f cortical neurons. Statistical analysis of proteasomal activity in g SH-SY5Y, h DAergic, and i cortical neurons. *p < 0.05 vs. without DCKA. Con: neuronal cells only. The experiments were repeated three times independently, and a representative result is shown.

**Additional file 18: Supplementary Figure 12.** Immunocytochemistry analysis in MNPs@SiO_2_(RITC) treated microglia cocultured SH-SY5Y cells. Images were acquired by immunostaining with ubiquitin (green), α-synuclein (red), and nucleus (blue) Scale bar = 10 μm.

**Additional file 19: Supplementary Figure 13.** Inclusion body formation in MNPs@SiO_2_(RITC) treated microglia cocultured DAergic neurons. Images of inclusion body formation were acquired by immunostaining with ubiquitin (green), α-synuclein (red), and nucleus (blue) Scale bar = 10 μm.

**Additional file 20: Supplementary Figure 14.** Inclusion body formation in MNPs@SiO_2_(RITC) treated mice brains. Images of inclusion body formation were acquired by immunostaining with ubiquitin (green), MNPs@SiO_2_(RITC) (red), and nucleus (blue). Black scale bar = 100 μm. White scale bar = 10 μm. White arrowhead indicates inclusion body without colocalized to MNPs@SiO_2_(RITC) and black arrowhead indicates inclusion body with colocalized to MNPs@SiO_2_(RITC).

**Additional file 21: Supplementary Figure 15.** Immunostaining analysis for exocytic vesicle marker and D-serine﻿ in MNPs@SiO_2_(RITC) treated microglia. Images of exocytic vesicle marker and D-serine﻿ were acquired by immunostaining with MNPs@SiO_2_(RITC) (red), VAMP2 or NPY (green), D-serine﻿ (violet), and nucleus (blue). Stained with VAMP2 in **﻿a** BV2 and **﻿b** primary rat microglia and stained with NPY in **﻿c** BV2 and **d﻿** primary rat microglia were analysed. Scale bar = 20 μm.

## Data Availability

The data supporting the findings of this study are available from the corresponding author, upon reasonable request. Transcriptome sequencing and quantification data are available in the GEO database under the following accession number: GSE154250.

## Abbreviations

Ahr: Aryl-hydrocarbon receptor
ANOVA: Analysis of variance
BBB: Blood–brain barrier
*Cbs/Cbsl*: Cystathionine beta-synthase
CCCP: Carbonyl cyanide m-chlorophenyl hydrazine
*Ccr1*: Chemokine (C-C motif) receptor 1
CNS: Central nervous system
CoFe_2_O_3_: Cobalt ferrite
*Csf3*: Colony-stimulating factor 3
*Cxcl3*: Chemokine (C-X-C motif) ligand 3
DAergic: Dopaminergic
DAT: Dopamine transporter
DCKA: 5,7-dichlorokynurenic acid
DEG: Differentially expressed gene
DsdSC: D-serine dehydratase from *Saccharomyces cerevisiae*
EOC: Ethoxycarbonyl
FACS: Fluorescence-activated cell sorting
*Fpr1*: Formyl peptide receptor 1
GC: Gas chromatography
GO: Gene ontology
HF: Hydrogen fluoride
ICP-MS: Inductively coupled plasma mass spectrometry
IPA: Ingenuity pathway analysis
JC-1: 5,5',6,6'-tetrachloro-1,1',3,3'- tetraethylbenzimidazolyl carbocyanine iodide
LC: Liquid chromatography
LDH: Lactate dehydrogenase
MAP2: Microtubule-associated protein 2
MGI: Mouse genome informatics
MNPs: Magnetic nanoparticles
*Mylk*: 130-kDa myosin light chain kinase
NADH: Nicotinamide adenine dinucleotide
NeuN: Neuronal nuclei
NMDA: *N*-methyl-D-aspartate
NO: Nitric oxide
NPs: Nanoparticles
NPY: Neuropeptide Y
PFA: Paraformaldehyde
RITC: Rhodamine B isothiocyanate
ROS: Reactive oxygen species
RT: Room temperature
RT-qPCR: Quantitative reverse transcription PCR
*Serpinf1*: Serine (or cysteine) peptidase inhibitor, clade F, member 1
SIM: Selected-ion monitoring
*Slc1a4*: Solute carrier family 1 (glutamate/neutral amino acid transporter), member 4
*Slc6a9*: Solute carrier family 6 (neurotransmitter transporter, glycine), and member 9
SNARE: Synaptosomal-associated proteins receptor
TBDMS: Tert-butyldimethylsilyl
TEM: Transmission electron microscopy
TH: Tyrosine hydroxylase
VAMP2: Vesicle-associated membrane protein 2
XRD: X-ray diffraction

# Supplementary material for: Silica-coated magnetic nanoparticles activate microglia and induce neurotoxic d-serine secretion
**Source:** Part Fibre Toxicol. 2021 Aug 12;18:30. doi: 10.1186/s12989-021-00420-3
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Table 1. Quantitative real-time PCR primer sequences for genes encoding transcriptomic network related genes.

**Supplementary Table 1**. Quantitative real-time PCR primer sequences for genes encoding transcriptomic network related genes

| **Gene Name** | **Symbol** | **NCBI Ref. seq** | **Direction** | **Primer sequence (5’-3’)** |
| --- | --- | --- | --- | --- |
| chemokine (C-C motif) receptor 1 | Ccr1 | BC011092.1 | Forward | GAAGCCTACCCCACAACTAC |
|  |  |  | Reverse | AGAATCACTAGGACATTGCCC |
| chemokine (C-X-C motif) ligand 3 | Cxcl3 | BC117014.1 | Forward | TTTGAGACCATCCAGAGCTTG |
|  |  |  | Reverse | CCTTGAGAGTGGCTATGACTTC |
| formyl peptide receptor 1 | Fpr1 | NM_013521.2 | Forward | TCATATCCACAATCCAAGTCCG |
|  |  |  | Reverse | GTCTTTCTCTGAAGTCCTGGC |
| serine (or cysteine) peptidase inhibitor, clade F, member 1 | Serpinf1 | BC019852.1 | Forward | ACATCCACAGCACCTACAAG |
|  |  |  | Reverse | ATTCTGGAAGCACTCTTGAGG |
| glyceraldehyde-3-phosphate dehydrogenase | Gapdh | NM_001289726.1 | Forward | GAAGACTGTGGATGGCCC |
|  |  |  | Reverse | CCATGCCAGTGAGCTTCC |

Ref. seq.: Reference sequence

# Supplementary material for: Silica-coated magnetic nanoparticles activate microglia and induce neurotoxic d-serine secretion
**Source:** Part Fibre Toxicol. 2021 Aug 12;18:30. doi: 10.1186/s12989-021-00420-3
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Table 2. Quantitative real-time PCR primer sequences for genes encoding combined transcriptome and amino acid profiles network related genes.

**Supplementary Table 2**. Quantitative real-time PCR primer sequences for genes encoding combined transcriptome and amino acid profiles network related genes

| **Gene Name** | **Symbol** | **NCBI Ref. seq** | **Direction** | **Primer sequence (5’-3’)** |
| --- | --- | --- | --- | --- |
| aryl-hydrocarbon receptor | Ahr | BC040248.1 | Forward | TCCCAGAAACCTCCACAATG |
|  |  |  | Reverse | TGCAGCGTAATGGACATAGG |
| cystathionine beta-synthase (-like protein) | Cbs/Cbsl | BC013480.1 | Forward | GAGTATGGAGAAGGTGGATGTG |
|  |  |  | Reverse | GGGAATCAAATCTGGCATTGG |
| 130 kDa myosin light chain kinase | Mylk | AY237727.2 | Forward | AGAGAAACCTGAAGAGCCAAAG |
|  |  |  | Reverse | AATTTCCCAGATCCTAGTCGC |
| solute carrier family 1 (glutamate/neutral amino acid transporter), member 4 | Sls1a4 | BC043483.1 | Forward | ACCTGTTCCCTTCCAATCTTG |
|  |  |  | Reverse | TGTTCATCCCTTCCACATCTG |
| solute carrier family 6 (neurotransmitter transporter, glycine), member 9 | Sls6a9 | BC021828.1 | Forward | CATCTATGGGCACCGTAACTAC |
|  |  |  | Reverse | CTGGATCACCGTGAAGATGAG |
| glyceraldehyde-3-phosphate dehydrogenase | Gapdh | NM_001289726.1 | Forward | GAAGACTGTGGATGGCCC |
|  |  |  | Reverse | CCATGCCAGTGAGCTTCC |

Ref. seq.: Reference sequence

# Supplementary material for: Silica-coated magnetic nanoparticles activate microglia and induce neurotoxic d-serine secretion
**Source:** Part Fibre Toxicol. 2021 Aug 12;18:30. doi: 10.1186/s12989-021-00420-3
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Table 3. Ingenuity Pathway Analysis-based profiles of transcriptome of BV2 cells treated with MNPs@SiO2(RITC).

**Supplementary Table 3**. Ingenuity Pathway Analysis-based profiles of transcriptome of BV2 cells treated with MNPs*@*SiO_2_(RITC)

| Entrez gene name | Symbol | Location | Signal fold change^a^ | |
| --- | --- | --- | --- | --- |
|  |  |  | 10 μg/ml | 100 μg/ml |
| ATP binding cassette subfamily D member 2 | ABCD2 | Cytoplasm | 1.00 | -2.04 |
| arginase 1 | ARG1 | Cytoplasm | 1.00 | -1.84 |
| complement C1q A chain | C1QA | Extracellular Space | 1.00 | -2.20 |
| C-C motif chemokine ligand 2 | CCL2 | Extracellular Space | 1.00 | 2.45 |
| C-C motif chemokine receptor 1 | CCR1 | Plasma Membrane | 1.00 | 1.67 |
| CD83 molecule | CD83 | Plasma Membrane | 1.00 | -2.35 |
| C-type lectin domain family 12 member A | CLEC12A | Plasma Membrane | 1.00 | -1.67 |
| ceruloplasmin (ferroxidase) | CP | Extracellular Space | 1.00 | -3.92 |
| colony stimulating factor 3 | CSF3 | Extracellular Space | 1.00 | 2.25 |
| colony stimulating factor 3 receptor | CSF3R | Plasma Membrane | 1.00 | -1.57 |
| C-X-C motif chemokine ligand 10 | CXCL10 | Extracellular Space | 1.00 | 1.53 |
| C-X-C motif chemokine ligand 3 | CXCL3 | Extracellular Space | 1.68 | 2.64 |
| cytochrome P450 family 11 subfamily A member 1 | CYP11A1 | Cytoplasm | 1.00 | 2.10 |
| DNA damage inducible transcript 4 | DDIT4 | Cytoplasm | 1.00 | -2.13 |
| FosB proto-oncogene, AP-1 transcription factor subunit | FOSB | Nucleus | 0.74 | -2.19 |
| formyl peptide receptor 1 | FPR1 | Plasma Membrane | 1.00 | -4.08 |
| glycerol-3-phosphate acyltransferase 3 | GPAT3 | Cytoplasm |  | 1.56 |
| G protein-coupled receptor 183 | GPR183 | Plasma Membrane | 1.00 | -1.62 |
| haptoglobin | HP | Extracellular Space | 1.00 | -2.62 |
| interleukin 1 receptor type 1 | IL1R1 | Plasma Membrane | 1.17 | -2.01 |
| interleukin 1 receptor antagonist | IL1RN | Extracellular Space | 1.00 | 1.66 |
| integrin subunit alpha L | ITGAL | Plasma Membrane | 1.00 | -2.20 |
| notch 1 | NOTCH1 | Plasma Membrane | 1.00 | -1.72 |
| nuclear protein 1, transcriptional regulator | NUPR1 | Nucleus | 1.00 | -1.87 |
| purinergic receptor P2Y13 | P2RY13 | Plasma Membrane | 1.16 | -2.08 |
| PR domain 1 | PRDM1 | Nucleus | 1.12 | -1.51 |
| Rab interacting lysosomal protein | RILP | Cytoplasm | 1.35 | 1.88 |
| serpin family F member 1 | SERPINF1 | Extracellular Space | 1.08 | -1.56 |
| sialic acid binding Ig like lectin 9 | SIGLEC9 | Plasma Membrane | 1.00 | -1.95 |
| solute carrier family 13 member 3 | SLC13A3 | Plasma Membrane | 1.02 | -1.75 |
| solute carrier family 36 member 2 | SLC36A2 | Plasma Membrane | 1.00 | -2.50 |
| thromboxane A synthase 1 | TBXAS1 | Plasma Membrane | 1.06 | -1.56 |
| toll-like receptor 12 | TLR12 | Other | -1.80 | -2.36 |
| TNF receptor superfamily member 4 | TNFRSF4 | Plasma Membrane | 1.65 | 1.77 |
| tribbles pseudokinase 3 | TRIB3 | Nucleus | 1.00 | -1.64 |
| thioredoxin interacting protein | TXNIP | Cytoplasm | 1.00 | 1.66 |

^a^Normalized signal fold change of signal in treated groups with MNPs@SiO_2_(RITC) to corresponding signal of in control group

# Supplementary material for: Silica-coated magnetic nanoparticles activate microglia and induce neurotoxic d-serine secretion
**Source:** Part Fibre Toxicol. 2021 Aug 12;18:30. doi: 10.1186/s12989-021-00420-3
**Supplement:** Supplementary file 4 — Additional file 4: Supplementary Table 4. Amino acid amount in cell mass of MNPs@SiO2(RITC)-treated BV2 cells.

**Supplemenatary Table 4.** Amino acid amount in cell mass of MNPs@SiO_2_(RITC)-treated BV2 cells

|  |  | amount (ng/4 × 10^5^ cells, ± standard deviation)^a^ | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | MNPs@SiO_2_(RITC)-treated group (n = 3) | |  | Ratio value^e^ | |
| No. | Analyte | Control  (n = 3) | 10 µg/ml | 100 µg/ml | *p* value^d^ | 10  µg/ml | 100 µg/ml |
| 1 | Alanine | 44.7 ± 3.0 | 48.7 ± 5.1 (0.547)^b^ | 51.5 ± 5.1 (0.232)^c^ | 0.745 | 1.09 | 1.15 |
| 2 | Glycine | 80.8 ± 5.1 | 80.9 ± 10.7 (1.000) | 80.3 ± 5.0 (0.996) | 0.995 | 1.00 | 0.99 |
| 3 | Valine | 14.8 ± 0.8 | 15.1 ± 0.6 (0.962) | 17.4 ± 1.6 (0.065) | 0.092 | 1.02 | 1.17 |
| 4 | Leucine | 20.8 ± 0.7 | 20.5 ± 0.2 (0.922) | 25.0 ± 1.7 (0.007) | 0.005 | 0.98 | 1.20 |
| 5 | Isoleucine | 18.2 ± 0.8 | 18.5 ± 0.4 (0.972) | 22.1 ± 2.6 (0.059) | 0.078 | 1.02 | 1.21 |
| 6 | Proline | 51.2 ± 3.5 | 54.5 ± 5.7 (0.621) | 46.9 ± 2.4 (0.446) | 0.137 | 1.06 | 0.91 |
| 7 | Pyroglutamic acid | 189.2 ± 12.8 | 168.6 ± 27.7 (0.422) | 120.9 ± 10.9 (0.010) | 0.047 | 0.89 | 0.64 |
| 8 | 4-Hydroxyproline | 1.5 ± 0.3 | 1.9 ± 0.3 (0.140) | 1.6 ± 0.1 (0.679) | 0.405 | 1.25 | 1.06 |
| 9 | Serine | 28.6 ± 4.3 | 36.9 ± 11.9 (0.480) | 40.4 ± 6.5 (0.262) | 0.863 | 1.29 | 1.41 |
| 10 | Threonine | 18.8 ± 3.7 | 55.4 ± 57.0 (0.448) | 41.8 ± 17.8 (0.709) | 0.882 | 2.94 | 2.22 |
| 11 | r-Aminobutric acid | 6.3 ± 0.9 | 6.9 ± 1.5 (0.881) | 6.7 ± 1.8 (0.948) | 0.984 | 1.09 | 1.06 |
| 12 | Phenylalanine | 12.4 ± 0.1 | 12.0 ± 0.8 (0.616) | 14.8 ± 0.3 (0.003) | 0.001 | 0.97 | 1.19 |
| 13 | Cysteine | 6.2 ± 1.2 | 6.9 ± 0.6 (0.771) | 10.4 ± 1.6 (0.013) | 0.029 | 1.11 | 1.67 |
| 14 | Aspartic acid | 65.1 ±5.5 | 82.8 ± 10.4 (0.205) | 86.5 ± 15.3 (0.124) | 0.917 | 1.27 | 1.33 |
| 15 | Glutamic acid | 145.1 ± 8.8 | 171.6 ± 35.1 (0.505) | 171.5 ± 31.0 (0.508) | 1.000 | 1.18 | 1.18 |
| 16 | Asparagine | 60.9 ± 19.4 | 117.9 ± 46.5 (0.174) | 141.7 ± 28.7 (0.058) | 0.677 | 1.94 | 2.33 |
| 17 | Glutamine | 11.5 ± 1.7 | 17.5 ± 2.7 (0.339) | 25.7 ± 7.5 (0.024) | 0.161 | 1.51 | 2.22 |
| 18 | Lysine | 39.9 ± 6.1 | 55.3 ± 8.7 (0.275) | 101.9 ± 15.9 (0.001) | 0.005 | 1.39 | 2.56 |
| 19 | Tryptophane | 8.2 ± 1.1 | 12.5 ± 2.3 (0.327) | 19.5 ± 5.3 (0.016) | 0.103 | 1.53 | 2.38 |

^a^Values as each analyte amount (ng/4 × 10^5^ cells). ^b^One way ANOVA comparing the mean values of control group and treated group with MNPs@SiO_2_(RITC) of 10 μg/ml. ^c^One way ANOVA comparing the mean values of control group and treated group with MNPs@SiO_2_(RITC) of 100 μg/ml. ^d^One way ANOVA comparing the mean values of group with MNPs@SiO_2_(RITC) of 10 μg/ml and treated group with MNPs@SiO_2_(RITC) of 100 μg/ml. ^e^Ratio values of analyte in treated groups with MNPs@SiO_2_(RITC) to corresponding mean values in the control group.

# Supplementary material for: Silica-coated magnetic nanoparticles activate microglia and induce neurotoxic d-serine secretion
**Source:** Part Fibre Toxicol. 2021 Aug 12;18:30. doi: 10.1186/s12989-021-00420-3
**Supplement:** Supplementary file 5 — Additional file 5: Supplementary Table 5. Ingenuity Pathway Analysis-based profiles of transcriptome and amino acids of BV2 cells treated with MNPs@SiO2(RITC).

**Supplementary Table 5**. Ingenuity Pathway Analysis-based profiles of transcriptome and amino acids of BV2 cells treated with MNPs*@*SiO_2_(RITC)

| Entrez gene name | Symbol | Location | Signal fold change^a^ | |
| --- | --- | --- | --- | --- |
|  |  |  | 10 μg/ml | 100 μg/ml |
| aryl hydrocarbon receptor | AHR | Nucleus | 2.22 | 3.46 |
| cystathionine-beta-synthase | CBS/CBSL | Cytoplasm | 2.06 | 2.79 |
| growth hormone inducible transmembrane protein | GHITM | Cytoplasm | -1.04 | -1.26 |
| G protein-coupled receptor kinase 1 | GRK1 | Plasma Membrane | 6.23 | 2.04 |
| mitogen-activated protein kinase 10 | MAPK10 | Cytoplasm | -1.01 | 3.25 |
| myosin light chain kinase | MYLK | Cytoplasm | 1.28 | 1.30 |
| purinergic receptor P2Y12 | P2RY12 | Plasma Membrane | -1.27 | -1.39 |
| purinergic receptor P2Y13 | P2RY13 | Plasma Membrane | 1.08 | -2.08 |
| phosphoenolpyruvate carboxykinase 2, mitochondrial | PCK2 | Cytoplasm | -1.06 | -1.77 |
| serine incorporator 2 | SERINC2 | Plasma Membrane | -2.46 | -4.72 |
| serum/glucocorticoid regulated kinase 1 | SGK1 | Cytoplasm | -1.05 | -1.45 |
| solute carrier family 1 member 4 | SLC1A4 | Plasma Membrane | -1.03 | -1.52 |
| solute carrier family 36 member 2 | SLC36A2 | Plasma Membrane | -1.06 | -2.50 |
| solute carrier family 39 member 4 | SLC39A4 | Plasma Membrane | 1.01 | -1.31 |
| solute carrier family 6 member 9 | SLC6A9 | Plasma Membrane | 1.01 | -1.40 |
| SRC proto-oncogene, non-receptor tyrosine kinase | SRC | Cytoplasm | 1.04 | 1.42 |
| teneurin transmembrane protein 1 | TENM1 | Plasma Membrane | 2.03 | 2.04 |
|  | asparagine | Other | 1.93 | 2.46 |
|  | aspartic acid | Other | 1.27 | 1.31 |
|  | cysteine | Other | 1.04 | 1.55 |
|  | glutamine | Other | 1.47 | 2.07 |
|  | lysine | Other | 1.28 | 2.31 |
|  | serine | Other | 1.16 | 1.27 |
|  | threonine | Other | 2.25 | 1.79 |

^a^Normalized signal fold change of signal in treated groups with MNPs@SiO_2_(RITC) to corresponding signal of in control group

# Supplementary material for: Silica-coated magnetic nanoparticles activate microglia and induce neurotoxic d-serine secretion
**Source:** Part Fibre Toxicol. 2021 Aug 12;18:30. doi: 10.1186/s12989-021-00420-3
**Supplement:** Supplementary file 6 — Additional file 6: Supplementary Table 6. Concentrations of secreted amino acids in media of MNPs@SiO2(RITC)-treated BV2 cells.

**Supplemenatary Table 6.** Concentrations of secreted amino acids in media of MNPs@SiO_2_(RITC)-treated BV2 cells

|  |  | concentration (μg/ml, ± standard deviation)^a^ | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | MNPs@SiO_2_(RITC)-treated group (n = 3) | |  | Ratio value^e^ | |
| No. | Analyte | Control  (n = 3) | 10 µg/ml | 100 µg/ml | *p* value^d^ | 10  µg/ml | 100 µg/ml |
| 1 | Alanine | 46.93 ± 3.93 | 44.99 ± 1.79 (0.819)^b^ | 47.39 ± 3.83 (0.386)^c^ | 0.183 | 1.09 | 1.15 |
| 2 | Glycine | 44.44 ± 2.05 | 42.95 ± 1.47 (0.842) | 35.7 ± 2.86 (<0.001) | <0.001 | 0.97 | 0.80 |
| 3 | Valine | 22.35 ± 1.15 | 21.81 ± 0.95 (0.861) | 23.40 ± 0.70 (0.006) | 0.011 | 1.02 | 1.17 |
| 4 | Leucine | 22.89 ± 1.50 | 22.53 ± 1.51 (0.959) | 23.68 ± 1.09 (0.288) | 0.205 | 0.98 | 1.20 |
| 5 | Isoleucine | 52.86 ± 3.37 | 50.74 ± 2.46 (0.655) | 54.6 ± 1.28 (<0.001) | <0.001 | 1.02 | 1.21 |
| 6 | Proline | 24.37 ± 1.54 | 24.27 ± 0.98 (0.997) | 18.8 ± 0.16 (<0.001) | <0.001 | 1.00 | 0.77 |
| 7 | Pyroglutamic acid | 109.7 ± 3.58 | 109.6 ± 0.16 (1.000) | 110.7 ± 1.65 (0.180) | 0.174 | 0.89 | 0.64 |
| 8 | 4-Hydroxyproline | 0.08 ± 0.03 | 0.10 ± 0.01 (0.858) | 0.09 ± 0.01 (<0.001) | <0.001 | 1.25 | 1.06 |
| 9 | Serine | 0.90 ± 0.12 | 1.02 ± 0.10 (0.999) | 1.40 ± 0.24 (<0.001) | <0.001 | 1.14 | 1.56 |
| 10 | Threonine | 14.51 ± 1.25 | 17.15 ± 0.95 (0.948) | 18.80 ± 1.22 (0.040) | 0.059 | 1.18 | 1.29 |
| 11 | r-Aminobutric acid | 0.10 ± 0.03 | 0.10 ± 0.02 (1.000) | 0..06 ± 0.03 (0.001) | 0.001 | 1.09 | 1.06 |
| 12 | Phenylalanine | 11.32 ± 0.72 | 10.75 ± 0.93 (0.607) | 11.12 ± 0.50 (0.002) | 0.001 | 0.97 | 1.19 |
| 13 | Cysteine | 6.24 ± 0.39 | 6.25 ± 0.74 (1.000) | 4.85 ± 0.56 (0.007) | 0.007 | 1.00 | 0.78 |
| 14 | Aspartic acid | 25.01 ± 1.36 | 24.99 ± 0.71 (1.000) | 21.7 ± 1.10 (<0.001) | <0.001 | 1.00 | 0.87 |
| 15 | Glutamic acid | 81.23 ± 4.11 | 83.28 ± 4.46 (0.990) | 75.2 ± 2.40 (0.002) | 0.002 | 1.03 | 0.93 |
| 16 | Asparagine | 87.84 ± 9.97 | 100.7 ± 8.36 (0.679) | 77.59 ± 5.84 (0.026) | 0.074 | 1.94 | 2.33 |
| 17 | Glutamine | 2.46 ± 0.57 | 2.65 ± 0.58 (0.998) | 4.24 ± 2.59 (0.001) | 0.002 | 1.51 | 2.22 |
| 18 | Lysine | 51.85 ± 1.78 | 51.18 ± 3.23 (0.996) | 50.76 ± 2.11 (0.002) | 0.001 | 1.39 | 2.56 |
| 19 | Tryptophane | 10.57 ± 0.29 | 10.12 ± 1.58 (0.983) | 9.59 ± 0.57 (0.033) | 0.027 | 0.96 | 0.91 |

^a^Values as each analyte concentration (μg/ml). ^b^One way ANOVA comparing the mean values of control group and treated group with MNPs@SiO_2_(RITC) of 10 μg/ml. ^c^One way ANOVA comparing the mean values of control group and treated group with MNPs@SiO_2_(RITC) of 100 μg/ml. ^d^One way ANOVA comparing the mean values of group with MNPs@SiO_2_(RITC) of 10 μg/ml and treated group with MNPs@SiO_2_(RITC) of 100 μg/ml. ^e^Ratio values of analyte in treated groups with MNPs@SiO_2_(RITC) to corresponding mean values in the control group.

How the deposited data were processed for this re-analysis (not part of the article)

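RNA of BV2 cells was measured in 9 libraries, 3 from non-treated control cells and 3 from cells treated for 12 h at each of 10 and 100 µg/ml. Samples were grouped by the condition that their labels give. The libraries were made with a stranded kit after selection on oligo(dT) beads. The authors removed reads with many skipped bases or low base quality, aligned the others with TopHat, and estimated the deposited FPKM values with Cufflinks 2.1.1 on Ensembl release 77 (GRCm38), with correction for fragment bias and for reads that map to several places. The FPKM table holds 40993 genes, of which 13397 were above 0 in every library. A total of 86 gene names occur more than once, so genes were joined by identifier. Of the identifiers, 40036 were in GENCODE M21, which gave biotypes, GC content and transcript lengths, and 30428 genes had identical coordinates there. Coordinates in the text are those of the deposited table. All columns of values per sample were used.
FPKM was transformed to log2(FPKM + 1). Genes with a mean of at least 1 FPKM over the 9 libraries were tested with limma 3.58.1 in R 4.3.3, with the 3 groups in one fit, the trend option of eBayes and Benjamini-Hochberg adjustment. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The comparisons were 100 µg/ml against control, 10 µg/ml against control and 100 µg/ml against 10 µg/ml, and genes were counted at an adjusted p of 0.05 and under the paper's cut-offs. Effect sizes at both doses were compared by the SD of log2 fold changes, with an exact permutation test, and their correlation was set beside 100 simulations of groups that share the control libraries. The simulated groups were drawn around each gene's mean over all 9 libraries, so they are not free of treatment effects. The depth cannot be read from FPKM and was estimated from the steps between low values, so it is approximate. For a gene with a few fragments per library, a single fragment more or less can change the fold change considerably.
The design, the comparisons, the alternatives and 11 gene lists were fixed before the data were examined. The lists are HIF targets, NRF2 targets, ATF4 targets, cholesterol biosynthesis, lysosome, NF-kB targets, interferon-stimulated genes, cell cycle, homeostatic microglia genes, serine synthesis and release, and metal genes. They were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera at an estimated correlation, which was not part of the fixed design. A list of 15 ER chaperones was added after the results were seen. The rule for naming genes, fixed at the same time, covers the genes that the paper names in its text or in Supplementary Tables 3 and 5, Gapdh and Aif1, all genes of the serine and metal lists, members of the other lists with an adjusted p under 0.05, and for each comparison the 5 largest rises and the 5 largest falls past the adjusted threshold whose libraries do not overlap between groups. The text prints only part of the genes that the rule covers, and which of them it prints was chosen after their values were seen.
The limma procedure was tested on simulated data with 11161 genes, of which 200 were changed. The changed genes were drawn only from genes of higher expression, with normally distributed noise, so recovery of genes near the filter was not tested. With a log2 change of 1 it called 185 of the 200 genes (92.5%) and 14 unchanged genes (7.0% of its calls). With a log2 change of 0.6 it called 149 genes (74.5%) and 11 unchanged genes (6.9%). The alternatives were pseudocounts of 0.1 and 0.01, no filter on low values, a filter at 5 FPKM, quantile normalization, median-of-ratios rescaling, the fitted fold change in place of the ratio of group means, a replicate block, eBayes without the trend, only the 6 libraries compared, and leaving out each library in turn. A loess correction for GC content and transcript length with a span of 0.5 was chosen after seeing the data. Runs of the gene lists at 100 against 10 µg/ml under the alternatives, and simulations of the correlation for each fit that left out a library, were also added then. Cuffdiff, IPA and the assignment to GO categories were not repeated, because their inputs or software are not analysed here. Amino acid levels, RT-qPCR and staining were not analysed here.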

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

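The gene lists with camera and fry at 100 µg/ml against control, the tests of single genes and the fits that left out a library were set in advance. The tests of causes, the splits, camera with an estimated correlation, the ER chaperones and the alternatives for lists at 100 against 10 µg/ml were chosen only after the results were seen. In each comparison of 3 against 3 libraries there are 10 splits, so no share under 0.1 can be reached, and where 1 split, the real one, gives a result as large, the number of splits alone does not exclude a grouping by chance.
The genes that the paper does not discuss gave 4 gene lists with an adjusted p under 0.05 in camera at 100 µg/ml against control. The ATF4 targets had a median log2 fold change of -0.2049 (23 genes tested, 4 of them higher, camera adjusted p 5.38e-06), the NF-kB targets -0.211 (14 genes, 4 higher, camera adjusted p 0.00194), the homeostatic microglia genes -0.2438 (4 genes, 0 higher, camera adjusted p 0.000737) and cholesterol biosynthesis 0.127 (19 genes, 17 higher, camera adjusted p 1.74e-05). All 4 also had an adjusted p under 0.05 in fry, and none did in camera with an estimated correlation, where the adjusted p was 0.138 for the ATF4, NF-kB and cholesterol lists and 0.132 for the homeostatic list. None of the 11 lists holds a gene of Supplementary Tables 3 and 5, and 4 of the ATF4 targets (Phgdh, Psat1, Shmt2 and Slc38a2) are also on the serine list. At 10 µg/ml none of the 4 lists passed in camera. For each of the 4 lists, 1 of the 10 splits of the 6 libraries gave a median as large, the real split. Without replicate 2 at 100 µg/ml the median of the NF-kB targets was -0.0751, and without any filter on low values that of the homeostatic list was -0.0853.
At 100 against 10 µg/ml, the serine list and 6 more of the 11 lists had an adjusted p under 0.05 in camera, and none in camera with an estimated correlation. This comparison uses the same 100 µg/ml libraries, so it is not independent of the one with control. The medians of the 6 were -0.1895 for the ATF4 targets (23 genes, 3 higher, camera adjusted p 4.09e-08), -0.186 for the NF-kB targets (14 genes, 3 higher, 6.13e-05), -0.192 for the homeostatic list (4 genes, 0 higher, 0.000840), 0.1805 for cholesterol biosynthesis (19 genes, 18 higher, 1.96e-08), 0.0562 for the NRF2 targets (16 genes, 11 higher, 0.0396) and 0.2287 for the interferon-stimulated genes (9 genes, 6 higher, 0.0396). The first 4 also passed in fry, and the NRF2 targets (0.196) and the interferon-stimulated genes (0.0693) did not. A median as large was given by 4 of the 10 splits for the NRF2 targets and by 1 of 10, the real split, for each of the others. After the GC and length correction the medians were -0.1963, -0.2062, -0.1789 and 0.1871 for the first 4 and 0.2146 for the interferon-stimulated genes, each with a camera adjusted p under 0.05, which argues against such a trend as the whole cause. The NRF2 targets had a median of 0.0398 and a camera adjusted p of 0.112 after it and no longer passed, so for them the trend stays open. The NRF2 median was 0.031 and that of the interferon-stimulated genes 0.1134 without replicate 1 at 100 µg/ml, and neither list passed in that fit. A grouping by chance stays open for all 6 lists, and a biological cause was not tested for the NRF2 and interferon lists.
For the 4 lists at 100 µg/ml against control, a trend on GC content or transcript length as the whole cause is argued against by the correction that removes it, after which the medians were -0.2251 for the ATF4 targets, 0.1785 for cholesterol biosynthesis, -0.192 for the NF-kB targets and -0.2362 for the homeostatic list, each with a camera adjusted p under 0.05. A difference in library composition that FPKM leaves is argued against for most single genes, since 214 of the 236 genes called at 100 µg/ml against control were also called after quantile normalization. The median depth at 100 µg/ml was about 13.3 M (mega) fragments, inside the range of the control libraries, which argues against depth. A lower ATF4 response may go with less stress of the endoplasmic reticulum at 100 µg/ml. The 15 ER chaperones had a median log2 fold change of -0.0863 (1 higher, camera p 0.00262), but 2 of the 10 splits gave a median as large, so this stays open, as does a grouping of the libraries by chance. No batch is given in the labels, and a batch that follows the groups was not tested.
Single genes outside those that the paper discusses were among the largest changes on log2(FPKM + 1) past the adjusted threshold. At 100 µg/ml against control these were Gm5805 (log2 fold change 0.848), Oasl1 (0.762), Spsb4 (0.755), Olfr111 (-1.029) and Pim2 (-1.03). At 100 against 10 µg/ml they were Rtp4 (0.948), Oasl1 (0.653), Spsb4 (0.652), Slc30a1 (0.638), Zbtb32 (0.628), Herpud1 (-0.855), Pou2f2 (-0.872) and Pim2 (-1.014). Of the 10 splits, 1 gave as many genes past the adjusted threshold in either comparison, the real split, and the largest number in another split was 0 at 100 µg/ml against control and 2 at 100 against 10 µg/ml. Gm5805 is a processed pseudogene, so reads of its parent gene stay open as its source. Slc30a1 encodes a zinc exporter, and no explanation was tested for it or for the other single genes. For Slc30a1 at 100 against 10 µg/ml the adjusted p from limma was 0.0489, and it was between 0.0644 and 0.201 in each of the 6 fits that left out a library. At 100 µg/ml against control, which shares the 100 µg/ml libraries, its log2 fold change was 0.659 (adjusted p 0.0279 from limma). The libraries of these groups did not overlap for this gene.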

How the results depend on the processing

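The GC and length correction, the runs of the gene lists at 100 against 10 µg/ml and the simulations for fits that left out a library were chosen after seeing the data; the other alternatives are those listed in the processing summary. Where no cause is given, the cause was not tested. The 4 gene lists with a camera adjusted p under 0.05 at 100 µg/ml against control (ATF4 targets, NF-kB targets, homeostatic microglia genes, cholesterol biosynthesis) kept their direction and their side of the threshold under every alternative of the fit in both comparisons of the 100 µg/ml libraries, all with camera at an inter-gene correlation of 0.01. With an estimated correlation none of the 4 passed (camera adjusted p from 0.132 to 0.138 against control and 0.075 against 10 µg/ml). Across the fits that each left out a library, their medians against control ranged from -0.2459 to -0.1783, from -0.2291 to -0.0751, from -0.2506 to -0.2364 and from 0.0942 to 0.1825. At 100 against 10 µg/ml the NRF2 targets (median 0.0562, camera adjusted p 0.0396) no longer passed with a filter at 5 FPKM, with the same median, after quantile normalization (0.0331), after the GC and length correction (0.0398), or in 4 of the 6 fits that left out a library compared (0.031 to 0.081 over all 6). The interferon-stimulated genes (0.2287) no longer passed with the filter at 5 FPKM (0.096) or without replicate 2 at 10 µg/ml or replicate 1 at 100 µg/ml (0.1134 to 0.2796 over all 6 fits). The median of lysosome was -0.0072 after quantile normalization and ranged from -0.0137 to 0.0283 when a library was left out, and that of metal genes from -0.0654 to 0.1002.
The numbers of genes changed most. At 100 µg/ml against control, 236 genes passed the adjusted threshold, against 824 after the GC and length correction (383 higher, against 79 of the 236), 22 with only the 6 libraries compared, where fewer libraries estimate the variance, and from 31 to 539 across the fits that left out a library. At 100 against 10 µg/ml the number was 95, against 327 after the correction, 6 with only the 6 libraries compared, and from 8 to 191 when a library was left out. At 10 µg/ml against control it was 0 (366 at an unadjusted p under 0.05), against 4 with no filter on low values, 1 with only the 6 libraries compared, and from 0 to 2 when a library was left out. Of the calls at 100 µg/ml against control, 230 were shared with the corrected values, 232 with median-of-ratios rescaling and 214 with quantile normalization.
Under the paper's cut-offs the numbers were 268 genes at 100 µg/ml against control, 75 at 10 µg/ml against control and 182 at 100 against 10 µg/ml. With no filter, which tests more genes with few fragments, they were 667, 421 and 591. With a filter at 5 FPKM, which tests fewer genes, they were 116, 21 and 78. With the fitted fold change, which shrinks low values, they were 158, 38 and 102. Of the genes of Supplementary Table 3, 10 passed the adjusted threshold, against 5 with a filter at 5 FPKM, 3 with only the 6 libraries compared, and from 3 to 13 when a library was left out. For Supplementary Table 5 it was 4 genes, against 2, 1, and from 1 to 4.
The labels give the groups the same replicate numbers. Libraries with the same number had correlations of their deviations between -0.088 and 0.152 (9 pairs), and libraries with different numbers between -0.166 and 0.143 (18 pairs). These ranges overlap and show no sign of pairing by number, but with so few libraries they cannot exclude it. With the number as a replicate block, 106 genes passed at 100 µg/ml against control, 13 at 100 against 10 µg/ml, and 2 genes of Supplementary Table 5. The NRF2 targets (0.0562), the interferon-stimulated genes (0.2287) and the serine list (-0.1002, camera adjusted p 0.05115) no longer passed at 100 against 10 µg/ml.
The dose ratio of effect size was 1.14 and ranged from 0.996 (without replicate 3 at 10 µg/ml) to 1.278 when a library was left out. The correlation between doses ranged from 0.449 to 0.64. Each fit was set beside simulations that share its own controls. These were drawn around the mean of all libraries in the fit, treated ones included, so they cannot decide what shared controls alone give. Without replicate 1 and without replicate 2 at 10 µg/ml it was 0.489 each, just above the maxima of 0.481 and 0.487 for these fits. Without control replicates 1 and 3 it was 0.624 and 0.64, below the maxima of 0.713 and 0.697. Neither the ratio nor the correlation has a value with only the 6 libraries compared. Medians near 0 changed sign when a library was left out: NRF2 targets from -0.0432 to 0.0612, lysosome from -0.0048 to 0.0405, cell cycle from -0.0138 to 0.0339 (and -0.0025 after median-of-ratios rescaling) and metal genes from -0.0396 to 0.2063. So did the log2 fold changes of Serpinf1, from -0.327 to 0.164 (0.114 without control replicate 3), and Gapdh, from -0.019 to 0.133. The interferon-stimulated genes had a median of 0.1843 with and without the filter, and their camera adjusted p was 0.0161 without it and up to 0.567 over the other alternatives. Among the other results, which are single genes and the serine and metal lists, 104 values were weaker, 9 stronger and 2 moved under an alternative. The alternatives for counts were not run, since the table holds FPKM. For genes that were tested, the log2 fold changes printed are fitted on log2(FPKM + 1), except where a ratio of mean FPKM is named. For genes below the filter and in the comparison with the paper's values, the main value is the ratio of group means. Alternatives that use the fitted fold change are then on another scale.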

Differences from the paper's values

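Fold changes here are ratios of mean FPKM, with a minus sign for a decrease, as the paper's supplementary tables write them. A value counts as differing when it lies further from the paper's than the error of the ratio from the replicate SDs, and is also over 1.5 times apart or in the opposite direction. Where a library is at 0, being over 1.5 times apart is enough. For GPAT3 (Agpat9) at 100 µg/ml the fold change was 1.01 against the paper's 1.56, within the error of 0.568, so it is not counted. Cxcl3 of Supplementary Table 3 and Cbs and Grk1 of Supplementary Table 5 were listed at 0 in all control libraries. They give no ratio and are left out of these counts, although the paper gives a fold change for each at both doses. At 100 µg/ml, 3 of the 34 values compared in Supplementary Table 3 and 3 of the 15 in Supplementary Table 5 differed from the paper's. At 10 µg/ml, 2 of 33 and 0 of 15 did. Of those 33 values of the paper, 23 are exactly 1.00, and that of SLC36A2 is 1.00 in Supplementary Table 3 and -1.06 in Supplementary Table 5. The tables do not say whether 1.00 is a measured fold change, which limits the count of 2 in 33 and the value for Cp below.
For Ccl2 at 100 µg/ml the fold change was -1.06 against the paper's 2.45, and for Cp at 10 µg/ml it was -2.26 against the paper's 1.00. None of the 9 alternatives set before the data were examined closed either gap. For Mapk10 at 100 µg/ml it was 7.82 against the paper's 3.25, and none of the 8 alternatives that give a value closed the gap. Mapk10 was listed at 0 in 2 of the 3 control libraries and in 1 of the 3 libraries at 100 µg/ml.
For Serpinf1 at 10 µg/ml the fold change was -1.38 against the paper's 1.08. Of the alternatives set before the data were examined, those under which it no longer differed were the fitted fold change (-1.26), the fitted fold change with a pseudocount of 0.1 (-1.35) and after median-of-ratios rescaling (-1.26), without control replicate 3 (-1.11), without replicate 1 at 10 µg/ml (-1.19) and without replicate 3 at 10 µg/ml (-1.37), and the other 3 did not close the gap. The direction still differed from the paper's under these 6 alternatives. For Tbxas1 at 100 µg/ml it was -2.64 against the paper's -1.56, and the fitted fold change (-1.68), also after median-of-ratios rescaling (-1.68), and the ratio without control replicate 1 (-2.12) closed the gap, while the other 6 did not.
For Tnfrsf4 at 100 µg/ml the fold change was 1.14 against the paper's 1.77. It no longer differed with the fitted fold change at a pseudocount of 0.1 (1.23), without control replicate 1 (1.41), without control replicate 3 (1.27), without replicate 2 at 100 µg/ml (1.18) and without replicate 3 at 100 µg/ml (1.17), and the other 4 alternatives did not close the gap. For Ahr at 100 µg/ml it was 2.09 against the paper's 3.46, and of 9 alternatives only the ratio without replicate 3 at 100 µg/ml (2.52) closed the gap. The paper's Ahr values lie near the RT-qPCR bars of its Fig. 2d, read by eye. The title of Supplementary Table 5 names the transcriptome and amino acids, so the table presents its gene values as transcriptome data. Why the Ahr values lie near those bars was not tested. For Serinc2 at 100 µg/ml it was -2.95 against the paper's -4.72, and of 9 alternatives those without control replicate 1 (-3.92) and without replicate 3 at 100 µg/ml (-5.6) closed the gap.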

Other observations

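The gene lists, the tests of single genes, the counts of genes and the fits that left out a library were set in advance, and the other tests in this part were chosen only after the results were seen. Replicate 1 at 100 µg/ml lay apart from the other libraries on the first principal component, which held 19.3% of the variance, with a score of -33.15 against scores between -6.55 and 10.13 in the other 8 libraries. Across genes, which are not independent replicates, its deviation from the mean of its group fell with transcript length (Spearman rho -0.599), which is consistent with a length bias in this library, from RNA quality or library preparation. The same measure was 0.49 and 0.431 in the other libraries of that group, which is in part fixed by centring on the group mean. No biological explanation was tested.
Control replicate 2 lay apart on the second component, which held 17.2% of the variance, with a score of -29.25 against scores between -6.1 and 16.86. After the GC and length correction it had the largest score on the first component (29.95, against -18.36 for replicate 1 at 100 µg/ml), which argues against such a trend as the whole cause. Genes of short RNA held 5.27% of its FPKM sum, against 0.061% to 3.117% in the other libraries. Whether this sets it apart was not tested, nor was a biological cause. Without this library, 31 genes passed the adjusted threshold at 100 µg/ml against control.
Genes with few fragments pass a 1.5-fold cut-off by sampling. Among 3170 genes with a mean between 0.01 and 0.1 FPKM, 68.8% differed by over 1.5-fold between 100 µg/ml and control cells, against a median of 67.6% over the 9 mixed splits of these libraries. Among 9022 genes with at least 5 FPKM it was 2.0% against at most 1.2%. Fold changes of genes under 0.1 FPKM may therefore reflect few fragments per gene.
The HIF targets had a median log2 fold change of -0.0566 at 100 µg/ml (17 genes, 7 higher, camera adjusted p 0.572), and 1 of the 10 splits gave a median as large, the real split. Activation of HIF by cobalt from the core, which would raise these genes, did not show as a rise of the list, but its members went both ways, so the test does not decide it. Without control replicate 3 the median was -0.0136.
Other lists at 100 µg/ml were the NRF2 targets (median 0.0248, camera adjusted p 0.200, 8 of 10 splits as large), lysosome (0.0142, 0.866, 8 of 10), interferon-stimulated genes (0.1843, 0.200, 1 of 10), cell cycle (0.0008, 0.679, 9 of 10), serine synthesis and release (1 of 10 splits as large) and metal genes (0.1102, 0.866, 3 of 10). The medians of the NRF2, lysosome and metal lists became negative without replicate 1 at 100 µg/ml (-0.0432, -0.0048 and -0.0396), and that of the cell cycle list without control replicate 3 (-0.0138). Without replicate 1 at 100 µg/ml the median of the interferon-stimulated genes was 0.0657. The ER chaperones gave 2 of 10. At 100 against 10 µg/ml the splits with a median as large were 4 of 10 for the HIF targets, 10 of 10 for lysosome, 5 of 10 for cell cycle, 1 of 10 for serine synthesis and release and 8 of 10 for metal genes.
For the numbers of genes under the paper's cut-offs, 1 of the 10 splits gave as many at 100 µg/ml against control and 1 of 10 at 100 against 10 µg/ml, the real split, where the largest other numbers were 101 and 106. At 10 µg/ml against control 2 of the 10 splits gave as many, and all 10 gave at least the 0 genes past the adjusted threshold (366 at an unadjusted p under 0.05). For the genes of Supplementary Table 3 and of Supplementary Table 5 past the threshold, 1 of 10 splits gave as many, and the other splits gave 0.
Aif1 encodes Iba1, whose staining the paper reports as increasing with dose. Its RNA had a log2 fold change of -0.65 at 100 µg/ml against control and did not pass the threshold (adjusted p 0.0841 from limma). The libraries of these groups did not overlap for this gene. RNA and staining are different measures and were not compared here. Gapdh had a log2 fold change of 0.07 (adjusted p 0.753 from limma). Reads shared between Gapdh and its pseudogenes were not tested.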
